# Brain RNA-Seq Profiling of the Mucopolysaccharidosis Type II Mouse Model

**DOI:** 10.3390/ijms18051072

**Published:** 2017-05-17

**Authors:** Marika Salvalaio, Francesca D’Avanzo, Laura Rigon, Alessandra Zanetti, Michela D’Angelo, Giorgio Valle, Maurizio Scarpa, Rosella Tomanin

**Keywords:** RNA-seq, Hunter syndrome, lysosomal storage disorders, neurodegenerative diseases, axon guidance, calcium homeostasis, synapse, circadian rhythm, Wnt signaling, neuroinflammation

## Abstract

Lysosomal storage disorders (LSDs) are a group of about 50 genetic metabolic disorders, mainly affecting children, sharing the inability to degrade specific endolysosomal substrates. This results in failure of cellular functions in many organs, including brain that in most patients may go through progressive neurodegeneration. In this study, we analyzed the brain of the mouse model for Hunter syndrome, a LSD mostly presenting with neurological involvement. Whole transcriptome analysis of the cerebral cortex and midbrain/diencephalon/hippocampus areas was performed through RNA-seq. Genes known to be involved in several neurological functions showed a significant differential expression in the animal model for the disease compared to wild type. Among the pathways altered in both areas, axon guidance, calcium homeostasis, synapse and neuroactive ligand–receptor interaction, circadian rhythm, neuroinflammation and Wnt signaling were the most significant. Application of RNA sequencing to dissect pathogenic alterations of complex syndromes allows to photograph perturbations, both determining and determined by these disorders, which could simultaneously occur in several metabolic and biochemical pathways. Results also emphasize the common, altered pathways between neurodegenerative disorders affecting elderly and those associated with pediatric diseases of genetic origin, perhaps pointing out a general common course for neurodegeneration, independent from the primary triggering cause.

## 1. Introduction

Lysosomal storage disorders (LSDs) are a group of inherited metabolic syndromes, sharing the inability to degrade specific endolysosomal substrates. LSDs are monogenic and due to genetic alterations in housekeeping genes, therefore the enzyme deficit results in failure of several biochemical activities in many tissues and organs, including brain in the severe forms of the disorders.

Hunter syndrome (MPS II, OMIM 309900) is one of the most common mucopolysaccharidoses, a subgroup of LSDs. It is an X-linked recessive disease caused by the deficit of the lysosomal hydrolase iduronate 2-sulfatase (IDS, EC3.1.6.13) involved in the catabolism of two mucopolysaccharides (or glycosaminoglycans, GAGs), heparan- and dermatan-sulfate. The accumulation of undegraded GAGs in lysosomes affects functions of most cell types, tissues and organs, including viscera, skeleton, connective tissue and central nervous system (CNS). The severe forms, accounting for about seventy-five percent of Hunter cases, present with major impairment of cognitive skills and delay/regression of mental development [1]. In these patients, in the early years of life, behavioral problems are common, including defiance, aggression and hyperactivity [1].

The pathophysiology of Hunter syndrome, as the complex mechanism somehow linking the accumulation of GAGs to the subsequent course of the disease, is not yet clear. During the last years, the traditional view of lysosome as a simple cell waste processor has been replaced by a more dynamic view of this organelle, which seems to be a key node of different interconnected cellular pathways regulating cell metabolism and homeostasis [2]. Whether this scenario also applies to CNS involvement remains obscure. However, the current priority of clinicians and researchers involved in MPSs, and in LSDs in general, is to treat the CNS disease, given the inefficacy of the presently available recombinant enzymes on this district, due to their inability to cross the blood-brain barrier. The understanding of the brain disease pathophysiology, the identification of new, potential therapeutic targets as well as disease biomarkers, would be of great help to reach this goal.

The purpose of this work was to perform, for the first time in Hunter syndrome, a wide characterization of two macro-area of the MPS II mouse model using RNA sequencing technology (RNA-seq). The first macro-area is the cerebral cortex (Cx), while the second one includes the midbrain, the diencephalon and the hippocampus (M).

The Ids-ko mouse used in these experiments has been extensively studied and characterized by different research groups, including ours. As for the CNS involvement, biochemical and histological analyses demonstrated both primary storage (i.e., glycosaminoglycans) [3] and secondary storage (GM2 and GM3 gangliosides [4], and α-synuclein [5]) together with vacuolization, apoptosis, degeneration of neurons and glial cells, inflammation and astrogliosis in different brain areas [3]. Moreover, behavioral tests confirmed a cognitive decline with alteration of spatial working memory, response to novel environments, anxiety-related behavior, coordination and balance, mainly starting from eight months of age [3].

Previously, characterization of brain areas using a transcriptomic approach had been performed in the cerebral cortex of MPS I and MPS IIIB animal models, the first ever analyzed almost 15 years ago [6]. Afterwards, a shotgun proteomics analysis was carried out in the hippocampus of the MPS I mouse model [7] while, for MPS VII, the analysis was first conducted by using a microarray approach [8] and recently extended, by applying both microarray and proteome analyses, to the hippocampus area [9]. In relation to the gene expression brain profile described for these disorders, our study confirms the involvement of calcium signaling, neuroinflammation, neurodegeneration, circadian rhythm and axon guidance, with neuroinflammation showing different alterations between the two areas.

As for Mucopolysaccharidosis type II, this study represents an important starting-point for the comprehension of its CNS pathophysiology highlighting, among others, impairment of the synaptic transmission pathways and of the Wnt signaling, crucial molecules and mechanisms to target and/or modulate new potential therapeutic strategies.

## 2. Results

### 2.1. Reads and Quality Control

RNA samples isolated from cerebral cortex (Cx) and midbrain/diencephalon/hippocampus (M) of seven IDS knock-out (Ids-ko) and seven wild type (wt) mice were analyzed as described in Materials and Methods Section. They are codified as follows: CxH = cerebral cortex from Ids-ko mice; MH = midbrain/diencephalon/hippocampus from Ids-ko mice; CxWT = cerebral cortex from wt mice; MWT = midbrain/diencephalon/hippocampus from wt mice. 

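Each condition was sequenced as 1 library from the pooled RNA of 7 mice aged 9 months, without replicates, so a test on the reads of 2 libraries compares those libraries and not the conditions. The authors aligned SOLiD reads to the NCBI37/mm9 genome, counted the reads aligned to a single gene and deposited these counts, without normalization, for the genes of their table. The libraries held 23475080 reads on genes in CxH, 20266394 in CxWT, 22057807 in MH and 16380080 in MWT. Counts were divided by the aligned reads of Table 1 to give RPM, and log2 ratios were taken between libraries, with a count of 0 set to 1. Ratios in Cx set CxH over CxWT, ratios in M set MH over MWT, and each ± is the standard error from counting. A gene was called differentially expressed when a likelihood ratio test on Poisson counts gave a p-value under 0.05 and the log2 ratio was at least 0.7 in size, the test and thresholds that the authors state. The depth puts the floor of 3 reads at 0.0779, 0.0892, 0.0803 and 0.104 RPM in CxH, CxWT, MH and MWT. Intervals, standard errors and floors cover counting error only. Gene positions are those of GENCODE vM1 on the same genome build. Ids, the disrupted gene, lies on chromosome X from 67596244 to 67618260. It had 135 RPM (95% exact Clopper-Pearson interval 132 to 139) in CxH and 354 (347 to 360.1) in CxWT. In the library labelled MH it had 368 RPM (362 to 374), and in the library labelled MWT 155 (151 to 159.9). The log2 ratio of Ids was -1.39 ± 0.024 in Cx and 1.24 ± 0.025 in M, so in M the label of the knock-out belongs to the library with more Ids reads. It was 0.058 ± 0.018 between MH and CxWT and -0.20 ± 0.029 between CxH and MWT. A correction for GC content and transcript length, chosen after the data were seen, moved the M ratio of Ids most, to 1.55. The same correction changed the sign of the ratio between CxH and MWT, from -0.20 to 0.38. All libraries are named here by their labels. Ratios in Cx rest on the labels as well, and area markers, given below, differed between CxH and CxWT.

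**Figure D1:**
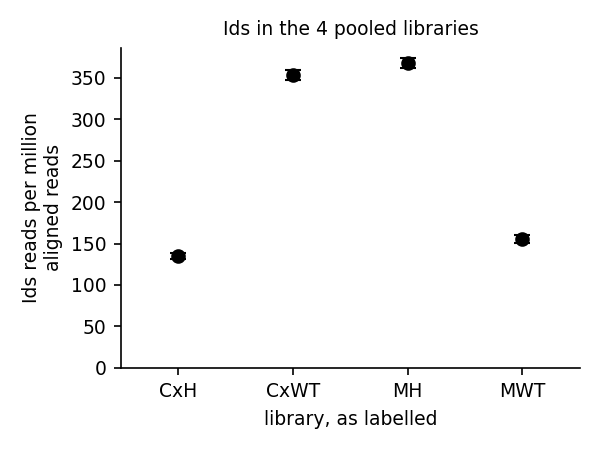
Ids reads as RPM, scaled by aligned reads (vertical axis), in the 4 libraries (horizontal axis). Points are single pooled libraries and bars their 95% exact Clopper-Pearson intervals. CxH and MWT lie at 135 and 155, CxWT and MH at 354 and 368.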

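The sequencer gave 98434960 raw reads for CxH, 88183367 for CxWT, 98716308 for MH and 87079859 for MWT, as listed in Table 1. Of these, 57.3%, 59.4%, 56.9% and 52.5% passed quality control, with the lowest share in MWT. Of the reads that passed, 68.3%, 64.2%, 66.5% and 63.3% were aligned, or 38502647, 33617996, 37363194 and 28945731 reads. Between 56.6% (MWT) and 61.0% (CxH) of the aligned reads were counted on the genes of the deposited table.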

Reads obtained from the RNA sequencing were subjected to alignment on the mouse genome, obtaining, on average, 56.5% of reads passing the quality control, 65.6% of which mapping to the annotated mouse genome (Table 1).

### 2.2. Differentially Expressed Genes

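The deposited counts cover genes that had passed the authors' filter on coverage, and no further filter was applied. The median gene had 738 reads in CxH, 686 in CxWT, 715 in MH and 567 in MWT. No reads were counted for 35, 27, 27 and 34 genes. The 10 genes with the most reads took 3.41%, 3.92%, 3.61% and 3.79% of the reads on genes, and the top 100 between 14.3% (MWT) and 15.2% (CxH). By symbol or synonym, 12425 of the genes matched a single gene of the annotation, and 12349 of them had a protein-coding transcript from which GC content and length were taken.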

The 27,309 mouse genes thus annotated underwent appropriate filtering and the differentially expressed genes (DEG) have been identified for the following comparisons: CxH vs. CxWT, MH vs. MWT, CxH vs. MH and CxWT vs. MWT. 

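Among called genes with at least 100 reads in either library, genes are given from the 5 highest and 5 lowest ratios of each comparison, a rule set with the design. In Cx the highest was Ovol2, on chromosome 2 from 144130911 to 144157882, with 150 reads in CxH and 4 in CxWT and a log2 ratio of 5.03 ± 0.73. Others of the highest were Ntn5 at 4.04 ± 0.31 (433 and 23 reads), Dkkl1 at 4.01 ± 0.26 (590 and 32 reads) and 9130024F11Rik at 3.71 ± 0.33 (300 and 20 reads). Reads in CxH were lower than in CxWT by at least 251.2-fold for Oxt (1 and 658 reads). For En1 they were lower by at least 104.2-fold (1 and 273 reads) and for Gata3 by at least 72.2-fold (1 and 189 reads). Slc6a4 was lower by 247.0-fold (3 and 647 reads) and Hcrt by 206.9-fold (3 and 542 reads). Both are estimates at the floor and not bounds. Setting counts under the floor to 3 reads gave each fold written as at least, and counting error was left out. In M the highest log2 ratios were Ntn5 at 5.00 ± 0.46 (413 and 10 reads in MH and MWT), 9130024F11Rik at 4.81 ± 0.52 (289 and 8 reads in MH and MWT), Rtn4rl2 at 4.33 ± 0.31 (570 and 22 reads in MH and MWT), Dkkl1 at 4.26 ± 0.35 (446 and 18 reads in MH and MWT) and Tnfrsf25 at 4.25 ± 0.52 (197 and 8 reads in MH and MWT). The lowest were at least 191.9-fold for Slc6a4 (2 and 446 reads) and at least 54.2-fold for En1 (0 and 126 reads) below MWT. Hcrt lay 134.2-fold below MWT (3 and 312 reads), Slc6a3 97.8-fold (19 and 1440 reads) and Avp 50.9-fold (7 and 276 reads). Ntn5 lies on chromosome 7 from 52939784 to 52949924, and Slc6a4 on chromosome 11 from 76812105 to 76845842. Of the 30 genes with the highest ratios in each area, 16 were shared between Cx and M, and of the 30 with the lowest, 23 were. Directions in M are those of the labels, although Ids had more reads in MH than in MWT.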

The top 30 up-regulated and down-regulated genes for each comparison, are reported in Table S1. From the comparison of Ids-ko vs. wt samples, 1201 and 1556 up-regulated genes and 1457 and 1614 down-regulated genes in Cx and M, respectively, were identified (Figure 1).

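Recomputed from the deposited counts, the calls numbered 2658 in Cx and 3170 in M. In the p-value alone, 9328 and 9494 genes passed, so that the log2 threshold set most calls. Up-regulated genes were 45.2% of the calls in Cx and 49.1% in M. The same test called 309 genes up and 135 down in CxH vs. MH, and 690 up and 268 down in CxWT vs. MWT. Between the remaining pairs, which differ in both labels, it called 1980 up and 1915 down in CxH vs. MWT, and 814 up and 1129 down in MH vs. CxWT. The alternative that moved the counts most was a log2 threshold of 1, which left as up- and down-regulated 691 and 710 in Cx and 869 and 773 in M. With TMM factors in place of the aligned reads, the balance turned to 1447 and 1135 in Cx and 1774 and 1386 in M. An exact test that assumed a biological coefficient of variation of 0.2 between pools called 881 and 983 in Cx and 1164 and 1083 in M. The ratios followed the GC content of the transcripts, with Spearman correlations across genes of 0.461 in Cx and 0.486 in M, where genes are not independent replicates. After correction for GC content and transcript length, the calls were 972 and 1184 in Cx and 1105 and 1164 in M. The M ratios set MH over MWT as labelled, and the Ids reads run the other way.

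**Figure D2:**
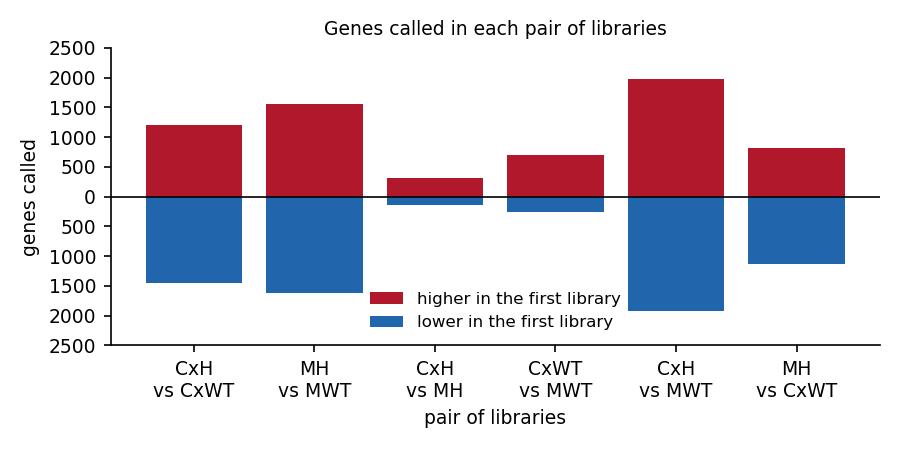
Genes called (vertical axis) in each of the 6 pairs of libraries (horizontal axis), with genes higher in the first-named library above 0 and lower ones below. CxH vs. MWT had the most calls, 3895, and CxH vs. MH the fewest, 444.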

As shown in Table S1, in Ids-ko compared to wt mice the degree of down-regulation is much higher than that of up-regulation, indicated by the reported fold change.

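Over all genes called, the median size of the log2 ratio was 1.08 for up- and 0.99 for down-regulated genes in Cx, and 1.05 and 0.98 in M. A log2 ratio of at least 2 in size was reached by 132 up- and 162 down-regulated genes in Cx, and by 167 and 148 in M. The extremes lay further out on the side of down-regulation, from -9.56 to 5.03 in Cx and from -8.17 to 6.16 in M. Several of the lowest ratios rest on libraries with 3 reads or fewer, among them Oxt, En1 and Slc6a4, so depth limits how well their size is known. For M, each direction is that of the labels, while Ids was higher in the library labelled MH.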

As represented in the Venn diagrams (Figure 2a), in Ids-ko vs. wt mice, 791 up-regulated and 820 down-regulated genes are common between Cx and M, while 978 (355 + 623) and 1490 (751 + 739) genes are exclusive of each area. 

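Of the 1680 genes called in both areas, 1611 (95.9%) had the same direction in Cx and M. Most genes called in 1 area only moved the same way in the other without passing the thresholds. Of the 355 genes up-regulated only in Cx, 236 had a ratio above 0 in M, and of the 623 down-regulated only in Cx, 521 had a ratio below 0 there. Conversely, 610 of the 751 genes up-regulated only in M and 571 of the 739 down-regulated only in M kept their sign in Cx. Their median log2 ratios in the other area were 0.29, -0.38, 0.33 and -0.33 in the order given, and the difference between areas was not tested. Across the 11010 genes with at least 100 reads in every library, the ratios of Cx and M had a Pearson correlation of 0.733, and 0.712 after the GC and length correction. Area markers, described below, also differed the same way in both, with medians of 2.61 in Cx and 2.48 in M for cortical neurons. Those of midbrain and diencephalon were -4.84 and -4.72. The shared directions therefore do not separate an effect of genotype from a difference in tissue. MH and MWT are taken here as labelled, although their Ids reads run the other way.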

Notably, 14 and 55 genes, although common to Cx and M areas, turn out to have an opposite expression in the two areas (Table S2fa–). 

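The smaller set, down-regulated in Cx and up-regulated in M, holds Fam71e1, Ggnbp1, Gkn3, Hba-a1, Ids, Il3ra, Izumo4, Mansc4, Pcsk4, Rmrp, Stc2, Syne4, Tmem181b-ps and Ttc13. Ids, the disrupted gene, is therefore among the genes with opposite direction. Besides Ids, the most reads in the set were those of Hba-a1, a hemoglobin gene, with log2 ratios of -1.06 ± 0.027 in Cx and 1.33 ± 0.037 in M. The largest change was that of Tmem181b-ps, a pseudogene on chromosome 17 from 6439626 to 6489526, with 133 reads in CxH, 357 in CxWT, 602 in MH and 83 in MWT and log2 ratios of -1.62 ± 0.15 and 2.49 ± 0.17. Reads that also fit related Tmem181 copies would be missing from its count, as only reads aligned to a single gene were counted, so its level is uncertain. In the larger set, up-regulated in Cx and down-regulated in M, Lcn2 had 236 reads in CxH, 41 in CxWT, 31 in MH and 253 in MWT, and log2 ratios of 2.33 ± 0.24 and -3.40 ± 0.27. When only genes with at least 100 reads in 1 or more libraries were kept, the smaller set fell to 7 genes. As for every ratio in M, the direction follows the labels, against which the Ids reads run.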

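The comparison of areas set CxH over MH and CxWT over MWT. Of the 118 genes called in both genotypes, 16 (13.6%) had the same direction. The 4 genes lower in Cx in both genotypes were 1700001C02Rik, F5, Kcne2 and Snord99. In addition, 216 up- and 110 down-regulated genes were called in Ids-ko mice alone, and 657 and 183 in wt mice alone. Among called genes with at least 100 reads in either library, the highest log2 ratios of CxH vs. MH were Lcn2 at 2.89 ± 0.28, Lrg1 at 2.21 ± 0.28, Lgals3 at 2.04 ± 0.23, Slc38a5 at 1.98 ± 0.24 and Lyz2 at 1.89 ± 0.059, and the lowest Tmem181b-ps at -2.22 ± 0.14, Ids at -1.44 ± 0.024, Prlr at -1.32 ± 0.14, Pkp2 at -1.31 ± 0.14 and Fmo2 at -1.16 ± 0.22. In CxWT vs. MWT the highest were Nptxr at 2.32 ± 0.30, Ier5l at 2.11 ± 0.22, Pcsk1n at 2.01 ± 0.035, Gabre at 1.98 ± 0.21 and Tmem181b-ps at 1.89 ± 0.18, and the lowest Lcn2 at -2.84 ± 0.24, Clec7a at -2.18 ± 0.16, Ly9 at -2.10 ± 0.24, Lyz2 at -1.96 ± 0.064 and Slamf9 at -1.94 ± 0.29. Across genes with at least 100 reads in every library, the log2 ratios of the 2 genotypes had a Pearson correlation of 0.037, which the GC and length correction turned to -0.412. GC content correlated with the ratio at 0.582 in CxH vs. MH and 0.627 in CxWT vs. MWT (Spearman, across genes). Lists of marker genes had been written without the counts but after the supplementary tables of the paper, which show some of their members, had been read. The median log2 ratio of 15 markers of cortical excitatory neurons was 0.10 in CxH vs. MH and 0.23 in CxWT vs. MWT, and that of 21 markers of midbrain and diencephalon 0.0014 and 0.32. Between genotypes the cortical list stood at 2.61 in Cx and 2.48 in M, and the midbrain list at -4.84 and -4.72. The size of the log2 ratio was compared over genes with at least 100 reads in every library. Its median was 0.192 in CxH vs. MH and 0.226 in CxWT vs. MWT. In CxH vs. CxWT it was 0.324 and in MH vs. MWT 0.371. Ids reads, higher in MH than in MWT, run against the labels that the directions in M follow.

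**Figure D3:**
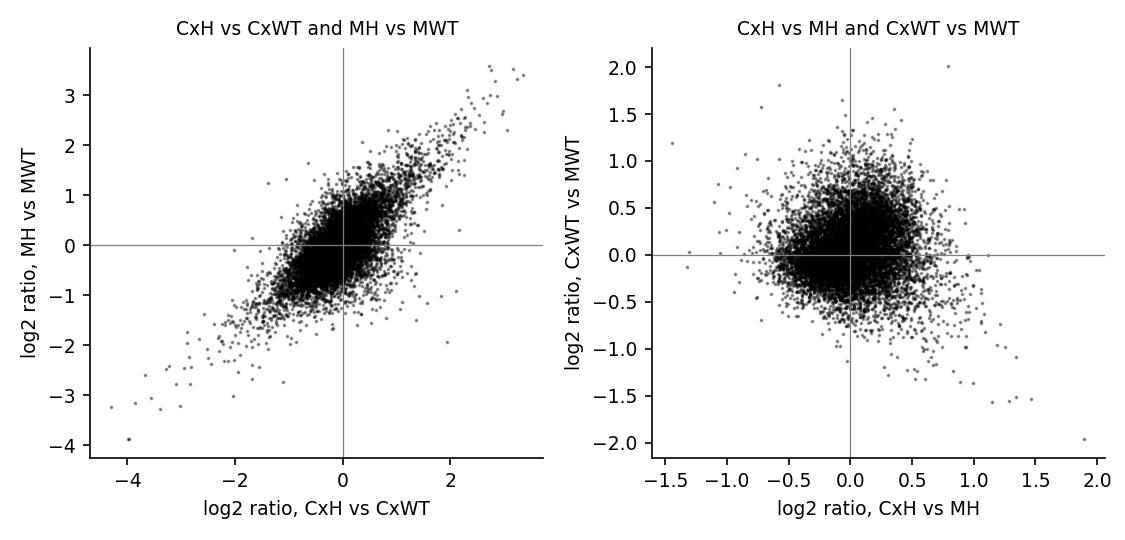
Log2 ratios of single genes with at least 100 reads in every library. The left panel sets the ratio in M (vertical axis) against the ratio in Cx (horizontal axis), with a correlation of 0.733, and the right panel CxWT vs. MWT against CxH vs. MH, with 0.037.

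**Figure D4:**
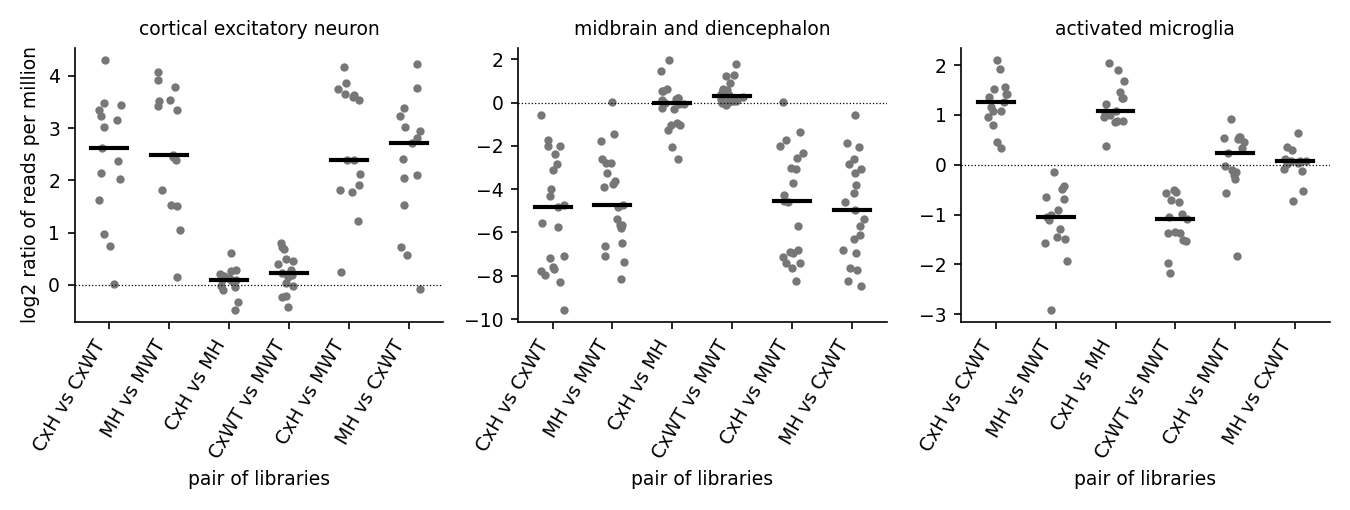
Log2 ratios (vertical axis) of the genes of 3 marker lists in the 6 pairs of libraries (horizontal axis). Gray points are genes and black lines the list medians, which for midbrain and diencephalon lie at 0.0014 in CxH vs. MH and -4.84 in CxH vs. CxWT.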

The evaluation of Cx vs. M (Figure 2b) came out with only 12 up-regulated and 4 down-regulated genes, in common between wt and Ids-ko mice, while 840 (657 + 183) and 326 (216 + 119) genes are peculiar of each area, this highlighting the loss of genes with an area specificity in the Ids-ko mouse; 81 and 21 genes are common between wt and Ids-ko mice, although showing an opposite expression (Table S3fa–).

In general, genes up-regulated in the Cx and down-regulated in the M area of the Ids-ko mouse are those predominantly involved in the inflammation and immune responses.

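Of the genes of Table S6h, on immune response, 17 were up-regulated in Cx and down-regulated in M and 1 the reverse. Lyz2, on chromosome 10 from 116714390 to 116719377, had 2912, 667, 760 and 2239 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.93 ± 0.062 in Cx and -1.93 ± 0.061 in M. For Lgals3, on chromosome 14 from 47987426 to 48005835, the log2 ratio was 1.52 ± 0.21 in Cx, from 204 and 62 reads in CxH and CxWT, and -1.58 ± 0.25 in M, from 48 and 111 reads in MH and MWT. Reads of Tyrobp, which lies on chromosome 7 from 31198807 to 31202596, numbered 728 in CxH, 248 in CxWT, 278 in MH and 608 in MWT, with log2 ratios of 1.36 ± 0.11 in Cx and -1.497 ± 0.10 in M. A list of 15 activated microglia markers in the table, from the same set of lists as the area markers, had a median log2 ratio of 1.26 in Cx, with all 15 above 0, and -1.06 in M, with all 15 below 0. No random list of the same size and expression lay further from 0 in either pair among 10000. The median was 0.25 in CxH vs. MWT and 0.071 in MH vs. CxWT. The labels give the direction in M, where Ids had more reads in the library labelled MH.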

### 2.3. Gene Ontology (GO) Analysis

The differentially expressed genes obtained from the comparisons CxH vs. CxWT and MH vs. MWT were subjected to Gene Ontology (GO) analysis, by using DAVID Bioinformatics Resources 6.8 (Laboratory of Human Retrovirology and Immunoinformatics (LHRI), Frederick, MD, USA) [10].

DAVID software identified, in the Biological Process domain, 74 and 61 statistically significant terms (*p*-value ≤ 0.001), in Cx and M areas, respectively (Table S4a,b). 

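The genes that the paper lists for each term of Table S4 were looked up among the calls. For memory, the genes listed for Cx were 23 up- and 10 down-regulated and those for M 29 and 9. Of the 53 genes listed for chemical synaptic transmission in Cx, 24 were up- and 29 down-regulated, and 42 were called the same way in M, with 0 called the opposite way. Neuron differentiation gave 22 up and 15 down in Cx and 23 up and 12 down in M. Brain development, listed for M, gave 27 and 27. Enrichment itself was not recomputed, as it rests on an annotation not used here. Signs in M hold for the libraries as labelled, and Ids had more reads in the library labelled MH.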

Figure 3 shows the top 30 over-represented terms, among the most enriched of which are those involved in signal transduction, nervous system development, memory and chemical synaptic transmission. The analysis also highlighted other interesting categories, in terms of neurological impairment, such as axon guidance, synaptic plasticity, ion transport and neuropeptide signaling. 

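For axon guidance, Table S4 lists 45 genes called in Cx, 20 up and 25 down, and 42 in M, 26 up and 16 down. Regulation of synaptic plasticity had 14 genes up and 1 down in Cx, and 21 up and 0 down in M. Calcium ion transport had 24 up and 13 down in Cx against 32 and 9 in M. The neuropeptide signaling pathway was the reverse, with 8 up and 20 down in Cx and 13 and 20 in M. In Cx, 32 of the axon guidance and 25 of the neuropeptide genes were called the same way in M, and none the opposite way. Ratios in M carry the sign of the labels MH and MWT, and by the same labels Ids was higher in MH.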

All these categories are linked to calcium homeostasis and are implicated in the development of CNS.

The Cellular Component domain identified 31 and 32 statistically significant terms in Cx and M areas, respectively (Figure 4, Table S4c,d). 

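Among the cellular components whose gene lists Table S4 gives in full, the dendritic spine had 30 genes up and 9 down in Cx, and 39 up and 7 down in M. The presynaptic membrane had 15 up and 10 down in Cx and 21 and 7 in M. At the axon terminus the split was 16 and 15 in Cx and 18 and 14 in M. Genes of the voltage-gated potassium channel complex were 18 up and 9 down in Cx, and 19 and 5 in M. Whichever way a ratio in M points, it does so by the labels, by which Ids was higher in MH.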

Among them, the most interesting terms are related to synapse, membrane, neuron projection, axon, cell junction, postsynaptic density, endoplasmic reticulum, voltage-gated channel and dendrite.

All these terms are involved in neuron plasticity with the class neuron projection, containing genes involved in the organization of neuronal projections by properly adjusting the cytoskeleton, and the calcium-dependent exocytotic vesicles.

The Molecular Function domain identified 24 statistically significant terms in Cx and 26 in M (Figure 5), representative of each macro-area (Table S4e,f). 

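Of the molecular functions listed in full for both areas, voltage-gated ion channel activity had 21 genes up and 18 down in Cx, and 32 up and 14 down in M. Ion channel binding split into 22 and 9 in Cx and 22 and 13 in M. In Cx, calmodulin binding had 30 up and 14 down, and GTPase activator activity 34 up and 16 down. Of these, 37 and 36 genes were called the same way in M. Library labels set the direction of the M ratios, and the Ids reads run against them.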

Among them, the most interesting terms are related to protein binding, calmodulin binding, voltage-gated ion channel activity, receptor binding, GTPase activator activity and protein heterodimerization activity.

### 2.4. Pathway Analysis

KEGG Orthology Based Annotation System (KOBAS) (Center for Bioinformatics, Peking University, Beijing, China) [11] was used to perform statistically enriched pathways analysis in the comparisons CxH vs. CxWT and MH vs. MWT. KOBAS identified 76 and 66 pathways statistically significant (*p*-value ≤ 0.001) in the Cx and M area, respectively (Table S5a,b). 

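Of the pathways whose genes Table S5a lists in full for Cx, the PI3K-Akt signaling pathway had the most, 65, with 35 up and 30 down. Calcium signaling followed with 59, axon guidance with 54, and proteoglycans in cancer and regulation of actin cytoskeleton with 52 each. Lists that Tables S5a and S5b cut short were left out. In M, PI3K-Akt signaling had 60 genes, 35 up and 25 down. Between MH and MWT the direction is set by the labels, and Ids was lower in MWT.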

Figure 6a,b shows the top 25 most represented pathways in Cx and M, respectively.

Most of the pathways identified are involved in neuropeptide interactions and synaptic transmission. 

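In Cx the cholinergic synapse had 25 genes up and 18 down, the glutamatergic synapse 24 and 17, the dopaminergic 20 and 17, the serotonergic 17 and 19 and the GABAergic 13 and 15. Across these synapse pathways, between 17 and 32 of the genes were called the same way in M, and 1 gene of the GABAergic synapse the opposite way. Where M is concerned, the direction assumes the labels, though Ids was higher in MH.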

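In Cx, 33 genes of the calcium signaling pathway of Table S5a were up- and 26 down-regulated. In M, 47 of them were called the same way and 0 the opposite way. Directions in M are those of the labels, although Ids had more reads in MH than in MWT.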

Calcium signaling was the second and the first represented pathway in Cx and in M areas, respectively. Moreover, this signaling interconnects several pathways as it includes genes involved in the neurotransmission (synapses), metabolic pathway, axon guidance and Wnt signaling, which result among the most enriched.

#### 2.4.1. Calcium Signaling

The calcium signaling pathway is the most represented in the M area (67 DEG) and the second one in the cerebral cortex (59 DEG) of the MPS II mouse model (Table S6a). 

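Table S6a lists 260 genes for calcium signaling, a wider set than the pathway, which the paper drew up from these data. Of them, 57 were up- and 44 down-regulated in Cx, and 71 and 43 in M. The median size of their log2 ratio was 0.56 in Cx and 0.63 in M. Random lists of the same length and expression had medians of 0.35 and 0.40, and none of 10000 reached the list. In both areas 45 genes were up- and 31 down-regulated, and none had opposite calls. A log2 threshold of 1 moved the counts most, to 67 in Cx and 74 in M. The paper ranks calcium signaling as most represented in M and next to that in Cx, and it describes the pathway as severely compromised in both areas. The M ratios set MH over MWT as labelled, and the Ids reads run the other way.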

Severely compromised in both areas, among others it includes alterations of many genes related to calcium transporters of plasma membrane, mitochondrial membrane and endoplasmic reticulum, and to PI3K-Akt and cAMP signaling. 

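Atp2b4 lies on chromosome 1 from 135599255 to 135697618, and in CxH, CxWT, MH and MWT its reads were 3957, 2084, 4136 and 1467, for log2 ratios of 0.73 ± 0.039 in Cx and 1.13 ± 0.044 in M. Pik3r2, on chromosome 8 from 73292075 to 73300612, had 4993, 1819, 3363 and 975 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.26 ± 0.040 in Cx and 1.42 ± 0.052 in M. The log2 ratios in Cx and M of all other pump genes of the plasma membrane (Atp2b) and the endoplasmic reticulum (Atp2a) in the table were 0.73 and 0.85 for Atp2b1, 0.67 and 0.89 for Atp2b2, -0.0062 and 0.52 for Atp2b3, -0.070 and -0.26 for Atp2a2 and 0.30 and 0.39 for Atp2a3. For the mitochondrial uniporter the ratios were 0.50 and -0.11 for Mcu. Atp2b1 and Atp2b4 were called up in both areas and Atp2b2 only in M, while neither Mcu nor any Atp2a gene was called. For PI3K-Akt signaling in Cx, 35 of the listed genes were called the same way in M, and for cAMP signaling 32 of 46. For M, each direction is that of the labels, while Ids was higher in the library labelled MH.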

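For Slc8a2, on chromosome 7 from 16715509 to 16745858, the log2 ratio was 1.92 ± 0.037 in Cx, from 8142 and 1882 reads in CxH and CxWT, and 2.12 ± 0.046 in M, from 6593 and 1179 reads in MH and MWT. Reads of Itpr1, which lies on chromosome 6 from 108163112 to 108501103, numbered 19893 in CxH, 6074 in CxWT, 17794 in MH and 4989 in MWT, with log2 ratios of 1.52 ± 0.021 in Cx and 1.47 ± 0.023 in M. Ryr1 lies on chromosome 7 from 29788359 to 29910170, and in CxH, CxWT, MH and MWT its reads were 956, 329, 1006 and 180, for log2 ratios of 1.34 ± 0.092 in Cx and 2.11 ± 0.12 in M. Ryr2, on chromosome 13 from 11645370 to 12199212, had 5369, 3607, 7093 and 2510 reads in CxH, CxWT, MH and MWT, and log2 ratios of 0.38 ± 0.031 in Cx and 1.13 ± 0.034 in M. For Ryr3, on chromosome 2 from 112471512 to 113057253, the log2 ratio was -0.61 ± 0.047 in Cx, from 1668 and 2226 reads in CxH and CxWT, and 0.015 ± 0.046 in M, from 2240 and 1718 reads in MH and MWT. Among the NMDA receptor genes Grin, calls were made for 4 of 6 genes in Cx (2 up, 2 down) and 5 in M (4 up, 1 down). The calcium channel genes Cacna gave 3 of 11 genes in Cx (1 up, 2 down) and 8 in M (7 up, 1 down). For the adenylate cyclase genes Adcy the calls were 6 of 9 genes in Cx (4 up, 2 down) and 5 in M (3 up, 2 down). Camk2 genes were called for 3 of 4 genes in Cx (2 up, 1 down) and 2 in M (2 up, 0 down), and the Itpk genes for 2 of 3 genes in Cx (1 up, 1 down) and 2 in M (1 up, 1 down). Median log2 ratios in Cx and M were 0.33 and 1.13 for Grin, 0.065 and 0.77 for Cacna and 0.69 and 0.47 for Adcy, and no scaling turned their sign. Ryr3 was called in neither area. Other library scalings turned the sign of Ryr3 (M). After the GC and length correction, Ryr3 (M) changed sign. MH and MWT are taken here as labelled, although their Ids reads run the other way.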

Mainly in the M, but also in the Cx area, there is an alteration of the NMDA receptors for glutamate (*Grin*), the voltage-gated channels *Cacna*, most of the genes coding for the adenylate cyclase (*Adcy*), calcium/calmodulin-dependent protein kinase II (*Camk2*) and inositol 1,4,5-trisphosphate 3-kinase families (*Itpk*), and an up-regulation of *Slc8a2*, *Itpr1* and *Ryr* genes (Figure 7a,b).

#### 2.4.2. Synapse and Neuroactive Ligand–Receptor Interaction

This section describes the cholinergic, glutamatergic, dopaminergic, serotonergic and GABAergic synapse and neuroactive ligand–receptor interaction pathways (Table S6b). Most genes are differentially expressed, including *Agtr2*, *Calcr*, *Chrna3*, *Chrna6*, *Gabre*, *Gabrq*, *Glra1*, *Slc17a6*, *Slc18a2*, *Slc6a3*, *Slc6a4* and *Tph2.* Both areas show a significant alteration in the Ids-ko mouse model, and particularly the cerebral cortex. 

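Reads of Slc6a3, which lies on chromosome 13 from 73674195 to 73716120, numbered 16 in CxH, 1895 in CxWT, 19 in MH and 1440 in MWT, with log2 ratios of -7.08 ± 0.36 in Cx and -6.61 ± 0.33 in M. Slc17a6 lies on chromosome 7 from 58877200 to 58926495, and in CxH, CxWT, MH and MWT its reads were 405, 6988, 816 and 5939, for log2 ratios of -4.30 ± 0.074 in Cx and -3.23 ± 0.054 in M. Tph2, on chromosome 10 from 114515697 to 114622078, had 19, 778, 36 and 733 reads in CxH, CxWT, MH and MWT, and log2 ratios of -5.55 ± 0.34 in Cx and -4.72 ± 0.25 in M. For Chrna6, on chromosome 8 from 28513686 to 28524416, the log2 ratio was -6.26 ± 0.55 in Cx, from 7 and 468 reads in CxH and CxWT, and -4.97 ± 0.39 in M, from 14 and 339 reads in MH and MWT. The log2 ratios in Cx and M were -4.16 and -2.63 for Agtr2, -4.28 and -3.85 for Chrna3, -5.37 and -2.24 for Gabre, -4.73 and -3.96 for Gabrq, -5.60 and -4.75 for Glra1 and -4.22 and -3.38 for Slc18a2. Calcr had 3 reads in CxH and 248 in CxWT, and 9 in MH and 226 in MWT, so the size of its change in Cx is not measured. All these genes and Slc6a4 were called down in both areas. Slc6a3, Slc6a4, Slc17a6 and Tph2 belong to the midbrain and diencephalon markers, whose median was -4.84 in CxH vs. CxWT and 0.0014 in CxH vs. MH. Single genes of the list did differ in CxH vs. MH, with -1.05 for Slc17a6 and -0.97 for Tph2. Of the 359 genes of Table S6b, 70 were up- and 85 down-regulated in Cx, and 82 and 79 in M. Calls in both areas in the same direction numbered 55 up and 65 down. The median size of the log2 ratio over the list was 0.62 in Cx and 0.59 in M, and with a log2 threshold of 1 the list had 107 calls in Cx and 102 in M. The difference between areas was not tested. As for every ratio in M, the direction follows the labels, against which the Ids reads run.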

All gene families coding for the different kinds of receptors involved in chemical synapses result dysregulated: glutamatergic (*Grin* and *Grm*) (Figure 8a,c), GABAergic (*Gabr*), cholinergic (*Chrm* and *Chrn*) and adrenergic (*Adra*). Moreover, receptors for other types of low molecular weight neurotransmitters (*Glra*, *Htr*, and *Gng*) or peptide neurotransmitters (*Sstr*, *Tacr*, *Th*, *Thr*, *Tnn*, and *Vipr*) are altered. 

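Of the glutamate receptors, Grm gave calls for 3 of 7 genes in Cx (1 up, 2 down) and 2 in M (2 up, 0 down), with median log2 ratios of -0.30 and -0.084. The Gabr genes were called for 6 of 14 genes in Cx (1 up, 5 down) and 5 in M (1 up, 4 down), with Gabrd highest at 1.07 and 1.07. Chrm genes were called for 5 of 5 genes in Cx (3 up, 2 down) and 5 in M (3 up, 2 down). Reads of Chrm1, which lies on chromosome 19 from 8738495 to 8758077, numbered 6455 in CxH, 930 in CxWT, 6052 in MH and 608 in MWT, with log2 ratios of 2.60 ± 0.051 in Cx and 2.95 ± 0.061 in M. Chrn gave 5 of 7 genes in Cx (0 up, 5 down) and 6 in M (0 up, 6 down). Every Chrn ratio lay below 0, with medians of -2.23 in Cx and -2.92 in M. The highest in M, Chrna7 at -0.019, turns positive with TMM and DESeq2 factors, which add 0.059 and 0.06 to every ratio in M. Adra gave 3 of 5 genes in Cx (2 up, 1 down) and 2 in M (2 up, 0 down), with Adra1d highest at 3.11 and 2.70. The median of Adra in M, -0.029, turned positive with TMM and DESeq2 factors. Ids reads, higher in MH than in MWT, run against the labels that the directions in M follow.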

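Glra genes were called for 3 of 3 genes in Cx (0 up, 3 down) and 3 in M (0 up, 3 down). The serotonin receptor genes Htr gave 8 of 12 genes in Cx (4 up, 4 down) and 7 in M (4 up, 3 down), and Gng genes 6 of 10 genes in Cx (2 up, 4 down) and 3 in M (1 up, 2 down). Sstr gave 3 of 4 genes in Cx (3 up, 0 down) and 3 in M (3 up, 0 down), Tacr 2 of 2 genes in Cx (0 up, 2 down) and 2 in M (0 up, 2 down) and Vipr 2 of 2 genes in Cx (1 up, 1 down) and 2 in M (1 up, 1 down). Thr gave 2 of 2 genes in Cx (2 up, 0 down) and 2 in M (2 up, 0 down), and Tnn 2 of 4 genes in Cx (1 up, 1 down) and 3 in M (2 up, 1 down). Th lies on chromosome 7 from 150078657 to 150117033, and in CxH, CxWT, MH and MWT its reads were 213, 1337, 178 and 941, for log2 ratios of -2.85 ± 0.11 in Cx and -2.77 ± 0.12 in M. Vipr2, on chromosome 12 from 117316196 to 117384734, had 80, 406, 141 and 311 reads in CxH, CxWT, MH and MWT, and log2 ratios of -2.54 ± 0.18 in Cx and -1.51 ± 0.15 in M. For Tacr3, on chromosome 3 from 134491971 to 134597545, the log2 ratio was -2.95 ± 0.20 in Cx, from 59 and 398 reads in CxH and CxWT, and -2.71 ± 0.18 in M, from 73 and 370 reads in MH and MWT. The ratios of Vipr1 were 2.74 ± 0.14 in Cx and 3.00 ± 0.15 in M. Th is also a midbrain marker. Median ratios of Sstr were 1.19 and 1.22, and those of Tacr -1.97 and -2.03, in Cx and M. The labels give the direction in M, where Ids had more reads in the library labelled MH.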

Channels for solutes (*Slc*), sodium (*Scn*) and potassium (*Kcn*) are also differentially expressed (Figure 8b–d).

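Slc genes were called for 55 of 252 genes in Cx (19 up, 36 down) and 59 in M (29 up, 30 down). Their median log2 ratio was -0.12 in Cx and -0.050 in M, and the sign in M turned with TMM and DESeq2 factors. Reads of Slc17a7, which lies on chromosome 7 from 52419291 to 52431508, numbered 52335 in CxH, 5120 in CxWT, 46328 in MH and 3119 in MWT, with log2 ratios of 3.16 ± 0.021 in Cx and 3.52 ± 0.027 in M. Scn genes gave 4 of 10 genes in Cx (1 up, 3 down) and 5 in M (3 up, 2 down), with medians of 0.040 and 0.0069, of which the M value turned negative with the column totals as scaling. For Kcn the calls were 30 of 72 genes in Cx (19 up, 11 down) and 30 in M (22 up, 8 down), between 2.72 and 3.58 for Kcnh3 and -3.39 and -2.83 for Kcnj5. Slc17a7 is a marker of cortical excitatory neurons. Signs in M hold for the libraries as labelled, and Ids had more reads in the library labelled MH.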

#### 2.4.3. Axon Guidance

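Table S6c lists 190 genes for axon guidance. Of these, 38 were up- and 35 down-regulated in Cx, and 45 and 21 in M. Median sizes of the log2 ratio were 0.54 and 0.49, against 0.34 and 0.39 in random lists of equal length and expression, above all of them in Cx and at percentile 99.75 in M. The list was drawn up by the paper from these data. Up in both areas were 29 genes and down in both 16. Ratios in M carry the sign of the labels MH and MWT, and by the same labels Ids was higher in MH.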

Analysis of the axon guidance pathway reveals substantial changes in gene expression (Table S6c). 

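Of the Ntn genes, netrins in the table, calls were made for 4 of 6 genes in Cx (2 up, 2 down) and 4 in M (2 up, 2 down). Their median ratios, -0.021 in Cx and 0.018 in M, changed sign with the scaling of the libraries. Efn genes gave 3 of 7 genes in Cx (3 up, 0 down) and 2 in M (2 up, 0 down), and Sema genes 7 of 20 genes in Cx (1 up, 6 down) and 6 in M (2 up, 4 down). The median of Sema was -0.012 in Cx, positive under TMM and DESeq2 factors, and 0.29 in M. Slit genes gave 1 of 3 genes in Cx (1 up, 0 down) and 2 in M (2 up, 0 down), and the Eph receptor genes 3 of 12 genes in Cx (2 up, 1 down) and 4 in M (4 up, 0 down). Whichever way a ratio in M points, it does so by the labels, by which Ids was higher in MH.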

The four families of signal molecules primarily involved in this pathway (netrins, ephrins, semaphorins, and slits) are all affected by significant variations. 

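Ntng1 had 523, 2233, 655 and 2208 reads in CxH, CxWT, MH and MWT and log2 ratios of -2.29 ± 0.070 in Cx and -2.12 ± 0.064 in M. Sema5a, on chromosome 15 from 32174568 to 32626096, had 1063, 2254, 1282 and 1938 reads in CxH, CxWT, MH and MWT, and log2 ratios of -1.28 ± 0.054 in Cx and -0.96 ± 0.052 in M. For Ephb6, on chromosome 6 from 41555481 to 41570508, the log2 ratio was 1.17 ± 0.046 in Cx, from 3459 and 1344 reads in CxH and CxWT, and 1.35 ± 0.057 in M, from 2768 and 841 reads in MH and MWT. Reads of Slit3, which lies on chromosome 11 from 34934726 to 35522009, numbered 700 in CxH, 302 in CxWT, 700 in MH and 152 in MWT, with log2 ratios of 1.02 ± 0.099 in Cx and 1.83 ± 0.13 in M. Ratios in Cx and M were -0.85 and -0.85 for Ntn1, -0.79 and -0.91 for Unc5c, -1.61 and -0.76 for Sema4g, -1.01 and -0.72 for Sema6a and -0.999 and -0.75 for Sema6d among the genes called down in both areas. Among genes called up in both areas they were 0.72 and 1.07 for Efnb1, 1.14 and 0.72 for Efnb2 and 1.06 and 1.25 for Ephb3. A change of the library scaling removed the calls of Efnb1 (Cx), Efnb2 (M), Unc5c (Cx), Sema4g (M), Sema6a (M) and Sema6d (M). Allowing the assumed variation between pools in the exact test removed the calls of Unc5c (Cx), Sema4g (M), Sema6a (M), Sema6d (M), Efnb1 (Cx) and Efnb2 (M). With GC content and transcript length corrected, Unc5c (Cx) and Efnb1 (Cx and M) fell below the thresholds. Library labels set the direction of the M ratios, and the Ids reads run against them.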

In particular, our analysis showed a down-regulation of netrins (*Ntn1*, *Ntng1*, and *Unc5c*) and semaphorins (*Sema4g*, *Sema5a*, *Sema6a*, and *Sema6d*) and an up-regulation of ephrins (*Efnb1*, *Efnb2*, *Ephb3*, and *Ephb6*) and slits (*Slit3*). In addition to these molecules, other factors involved in axon guidance, such as morphogens and genes involved in neurogenesis, are up- (*Wnt4*, *Bmp7*, *Pik3r2*, and *Robo3*) or down-regulated (*Shh*). Furthermore, as well as in other pathways, we here found up-regulated genes involved in the regulation of calcium, such as *Camk2a*, *Camk2b*, *Ppp3ca*, and *Trpc6* (Figure 9a,b).

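Robo3 lies on chromosome 9 from 37223254 to 37240760, and in CxH, CxWT, MH and MWT its reads were 513, 166, 705 and 61, for log2 ratios of 1.43 ± 0.13 in Cx and 3.16 ± 0.19 in M. Shh, on chromosome 5 from 28783355 to 28793641, had 63, 165, 65 and 113 reads in CxH, CxWT, MH and MWT, and log2 ratios of -1.58 ± 0.21 in Cx and -1.17 ± 0.22 in M. For the other genes the log2 ratios in Cx and M were 0.79 and 1.17 for Wnt4 and 0.80 and 0.30 for Bmp7. All but Bmp7, called in Cx only, were called in both areas. The exact test with the assumed variation between pools did not call Wnt4 (Cx) and Bmp7 (Cx). Corrected for GC content and transcript length, Wnt4 (Cx) and Bmp7 (Cx) fell below the thresholds. Between MH and MWT the direction is set by the labels, and Ids was lower in MWT.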

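For Camk2a, on chromosome 18 from 61085272 to 61147806, the log2 ratio was 2.26 ± 0.011 in Cx, from 111566 and 20308 reads in CxH and CxWT, and 2.38 ± 0.013 in M, from 95625 and 14256 reads in MH and MWT. Reads of Camk2b, which lies on chromosome 11 from 5869647 to 5966365, numbered 19341 in CxH, 9789 in CxWT, 15709 in MH and 6633 in MWT, with log2 ratios of 0.79 ± 0.018 in Cx and 0.88 ± 0.021 in M. Ppp3ca lies on chromosome 3 from 136333088 to 136600691, and in CxH, CxWT, MH and MWT its reads were 14798, 5748, 15920 and 4617, for log2 ratios of 1.17 ± 0.022 in Cx and 1.42 ± 0.024 in M. Trpc6, on chromosome 9 from 8544432 to 8680565, had 239, 98, 344 and 65 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.09 ± 0.17 in Cx and 2.04 ± 0.20 in M. All 4 were called up in both areas. With variation between pools assumed in the exact test, no call was made for Camk2b (Cx). When ratios were corrected for GC content and length, Camk2b (Cx and M) fell below the thresholds. Where M is concerned, the direction assumes the labels, though Ids was higher in MH.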

#### 2.4.4. Circadian Rhythm and Entrainment

The circadian rhythm and entrainment pathway showed alterations only in the M area of the Ids-ko vs. the wt mice (Table S6d). 

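Table S6d lists 144 genes, of which 21 were up- and 19 down-regulated in Cx, and 35 and 16 in M. Called in both areas were 15 up and 11 down, only in Cx 6 and 8, and only in M 20 and 5. The median size of the log2 ratio stood at percentile 88.42 of random lists in Cx and 99.97 in M, and the difference between areas was not tested. By number of calls, 40 in Cx and 51 in M against random medians of 28 and 35, the list stood at percentiles 99.05 and 99.85. Directions in M are those of the labels, although Ids had more reads in MH than in MWT.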

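For Per1, on chromosome 11 from 68908719 to 68923462, the log2 ratio was 0.66 ± 0.041 in Cx, from 3413 and 1881 reads in CxH and CxWT, and 1.4997 ± 0.054 in M, from 3340 and 915 reads in MH and MWT. Reads of Per2, which lies on chromosome 1 from 93312561 to 93355907, numbered 1275 in CxH, 819 in CxWT, 1445 in MH and 424 in MWT, with log2 ratios of 0.44 ± 0.065 in Cx and 1.40 ± 0.080 in M. Nr1d1 lies on chromosome 11 from 98629246 to 98636647, and in CxH, CxWT, MH and MWT its reads were 6193, 3694, 5657 and 1881, for log2 ratios of 0.55 ± 0.030 in Cx and 1.22 ± 0.038 in M. The log2 ratios in Cx and M were 0.32 and 0.82 for Bhlhe40, 0.35 and 0.69 for Cry2 and -0.17 and 0.72 for Per3. In M all of them except Cry2 were called up, and in Cx none was called. At least 1 of the other scalings removed the calls of Per3 (M) and added the calls of Cry2 (M) and Per1 (Cx). Under the assumed variation between pools, calls were lost for Per3 (M). On correction for GC content and length, Per3 (M) fell below the thresholds. The M ratios set MH over MWT as labelled, and the Ids reads run the other way.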

We found an up-regulation of *Nr1d1*, *Bhlhe40*, *Cry2* and the periodic circadian clock genes (*Per1*, *Per2*, *Per3*) coding for crucial components of the circadian rhythms of locomotor activity, metabolism and behavior. Moreover, most of the genes involved in the circadian Ca^2+^ rhythms are altered both in Cx and M of the Ids-ko mice, such as adenylate cyclase genes (*Adcy1*, *Adcy5*, *Adcy7*, and *Adcy8*), calcium/calmodulin-dependent protein kinase II (*Camk2a* and *Camk2b*) and *Ryr*s.

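Adcy1, on chromosome 11 from 6963492 to 7078509, had 39967, 12837, 36080 and 8392 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.44 ± 0.015 in Cx and 1.74 ± 0.018 in M. For Adcy7, on chromosome 8 from 90796302 to 90853861, the log2 ratio was -1.47 ± 0.099 in Cx, from 300 and 728 reads in CxH and CxWT, and -1.39 ± 0.098 in M, from 321 and 653 reads in MH and MWT. The other cyclase genes had log2 ratios in Cx and M of 0.91 and 0.88 for Adcy5 and -1.03 and -0.81 for Adcy8. The Camk2a and Camk2b genes were called up in both areas. Among ryanodine receptors, Ryr1 was called in both areas, Ryr2 in M and Ryr3 in neither. Calls of Adcy8 (M) were lost when variation between pools was assumed. Once the GC and length trend was removed, Adcy5 (Cx and M) fell below the thresholds. For M, each direction is that of the labels, while Ids was higher in the library labelled MH.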

#### 2.4.5. Regulation of Actin Cytoskeleton

Regulation of actin cytoskeleton (*Actn1*, *Actn4*) results partially impaired in both brain areas of the Ids-ko mouse model and mainly in the cortex (Table S6e). 

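Reads of Actn1, which lies on chromosome 12 from 81268529 to 81361358, numbered 2379 in CxH, 758 in CxWT, 1944 in MH and 587 in MWT, with log2 ratios of 1.45 ± 0.060 in Cx and 1.36 ± 0.068 in M. Actn4 lies on chromosome 7 from 29678267 to 29747359, and in CxH, CxWT, MH and MWT its reads were 5100, 2321, 4504 and 1548, for log2 ratios of 0.94 ± 0.036 in Cx and 1.17 ± 0.043 in M. Of the 167 genes of Table S6e, 31 were up- and 19 down-regulated in Cx, and 30 and 13 in M. The median size of the log2 ratio stood at percentile 99.99 of random lists in Cx and 87.41 in M, and the areas were not tested against each other. MH and MWT are taken here as labelled, although their Ids reads run the other way.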

Signaling to cytoskeleton through G protein-coupled receptors (*Git1*) and integrins (*Itga3*, *Itga4*, *Itga5*, *Itga8* and *Itgb2*, *Itgb3*, *Itgb4*, *Itgb5*) is altered, as well as the activators of the Rho family of small GTPases, such as *Arhgef6* and p21 activated kinase family (*Pak3*, *Pak4*, *Pak6* and *Pak7*), which result differentially expressed. This reflects on proteins that directly regulate the organization of actin cytoskeleton, including *Cfl2* and the Arp2/3 complex (*Arpc1b*, *Arpc3*, and *Arpc5l*).

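Git1, on chromosome 11 from 77307064 to 77321288, had 16385, 7488, 13397 and 3427 reads in CxH, CxWT, MH and MWT, and log2 ratios of 0.93 ± 0.020 in Cx and 1.60 ± 0.028 in M. For Itga8, on chromosome 2 from 12028259 to 12223547, the log2 ratio was 0.77 ± 0.21 in Cx, from 145 and 74 reads in CxH and CxWT, and 2.06 ± 0.21 in M, from 290 and 54 reads in MH and MWT. Reads of Itgb2, which lies on chromosome 10 from 76992997 to 77028453, numbered 554 in CxH, 241 in CxWT, 266 in MH and 308 in MWT, with log2 ratios of 1.01 ± 0.11 in Cx and -0.58 ± 0.12 in M. Pak6 lies on chromosome 2 from 118489039 to 118523756, and in CxH, CxWT, MH and MWT its reads were 3869, 1380, 3144 and 815, for log2 ratios of 1.29 ± 0.045 in Cx and 1.58 ± 0.057 in M. Among other integrin genes the log2 ratios in Cx and M were -1.40 and -0.55 for Itga3, 0.61 and 1.23 for Itga4, 1.13 and 1.13 for Itga5, 0.997 and -0.41 for Itgb3, -0.79 and 0.17 for Itgb4 and 0.87 and -0.29 for Itgb5. They were -1.01 and -0.59 for Arhgef6, -0.80 and -0.24 for Pak3, -0.065 and 0.94 for Pak4 and 0.78 and 0.93 for Pak7 among regulators of small GTPases. Git1, Itga5, Itga8, Pak6 and Pak7 were called up in both areas, Itga4 and Pak4 only in M, and the others only in Cx. The scaling of the libraries mattered: 1 or more alternatives removed the calls of Itgb4 (Cx), added the calls of Itga4 (Cx) and turned the sign of Pak4 (Cx). If variation between pools was assumed, the exact test left Itga8 (Cx), Itgb4 (Cx), Pak3 (Cx) and Pak7 (Cx) uncalled. Removing the GC and length trend changed calls: Git1 (Cx), Itga5 (M), Itgb5 (Cx), Pak3 (Cx) and Pak4 (M) fell below the thresholds, Itga3 (M), Itga4 (Cx) and Itgb5 (M) passed them and Itgb4 (M) changed sign. As for every ratio in M, the direction follows the labels, against which the Ids reads run.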

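Cfl2, on chromosome 12 from 55959804 to 55963864, had 1673, 3013, 2196 and 2646 reads in CxH, CxWT, MH and MWT, and log2 ratios of -1.04 ± 0.044 in Cx and -0.64 ± 0.042 in M. For Arpc1b, on chromosome 5 from 145875084 to 145891574, the log2 ratio was 1.08 ± 0.11 in Cx, from 555 and 230 reads in CxH and CxWT, and -0.13 ± 0.13 in M, from 262 and 222 reads in MH and MWT. Reads of Arpc3, which lies on chromosome 5 from 122841887 to 122856188, numbered 4012 in CxH, 1924 in CxWT, 2847 in MH and 1975 in MWT, with log2 ratios of 0.86 ± 0.040 in Cx and 0.16 ± 0.042 in M. Arpc5l lies on chromosome 2 from 38863596 to 38871397, and in CxH, CxWT, MH and MWT its reads were 1134, 680, 616 and 981, for log2 ratios of 0.54 ± 0.070 in Cx and -1.04 ± 0.074 in M. Cfl2 was called down and Arpc1b and Arpc3 up in Cx only, and Arpc5l down in M only. After the GC and length correction, Cfl2 (Cx) fell below the thresholds. Ids reads, higher in MH than in MWT, run against the labels that the directions in M follow.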

#### 2.4.6. Wnt Signaling

The Wnt signaling results perturbed in different steps of the pathway, both in Cx and in M (Table S6f). 

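Table S6f lists 115 genes of Wnt signaling, of which 19 were up- and 16 down-regulated in Cx, and 25 and 16 in M. In both areas 14 were up- and 11 down-regulated, and the random lists of equal length and expression had a median of 25 calls in Cx and 29 in M. By number of calls the list stood at percentiles 98.735 and 99.21 of them. The median size of the log2 ratio was 0.37 in Cx and 0.47 in M, at percentiles 66.93 and 94.07. The labels give the direction in M, where Ids had more reads in the library labelled MH.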

Wnt genes appear to be heavily up-regulated (*Wnt2*, *Wnt4*, *Wnt7b*, *Wnt9a*, and *Wnt10a*) and down-regulated (*Wnt2b*, *Wnt3*, and *Wnt9b*) in both areas as well as their receptors (*fzd1*/8) that result down-regulated, while the co-receptor *Lrp5* appears up-regulated only in Cx. 

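Wnt10a, on chromosome 1 from 74838090 to 74850753, had 198, 33, 146 and 13 reads in CxH, CxWT, MH and MWT, and log2 ratios of 2.39 ± 0.27 in Cx and 3.12 ± 0.42 in M. For Wnt9b, on chromosome 11 from 103588678 to 103611135, the log2 ratio was -2.70 ± 0.31 in Cx, from 26 and 148 reads in CxH and CxWT, and -2.92 ± 0.42 in M, from 14 and 82 reads in MH and MWT. Reads of Wnt3, which lies on chromosome 11 from 103635464 to 103679271, numbered 48 in CxH, 188 in CxWT, 36 in MH and 155 in MWT, with log2 ratios of -2.17 ± 0.23 in Cx and -2.47 ± 0.27 in M. Lrp5 lies on chromosome 19 from 3584825 to 3686564, and in CxH, CxWT, MH and MWT its reads were 752, 392, 416 and 308, for log2 ratios of 0.74 ± 0.090 in Cx and 0.065 ± 0.11 in M. Other log2 ratios in Cx and M were 1.71 and 1.02 for Wnt2, 0.79 and 0.33 for Wnt7b, 0.998 and 1.24 for Wnt9a, -1.05 and 0.15 for Wnt2b, -0.80 and -0.80 for Fzd1 and -0.95 and -0.49 for Fzd8. In M, Wnt7b, Wnt2b, Fzd8 and Lrp5 were not called. Allowing the assumed variation between pools in the exact test removed the calls of Wnt4 (Cx), Wnt7b (Cx), Fzd1 (Cx and M) and Lrp5 (Cx). With GC content and transcript length corrected, Wnt4 (Cx), Wnt7b (Cx) and Lrp5 (Cx) fell below the thresholds, Fzd8 (M) passed them and Wnt7b (M), Wnt2b (M) and Lrp5 (M) changed sign. Signs in M hold for the libraries as labelled, and Ids had more reads in the library labelled MH.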

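Tcf7l2, on chromosome 19 from 55816300 to 56008144, had 143, 1993, 122 and 1389 reads in CxH, CxWT, MH and MWT, and log2 ratios of -4.00 ± 0.12 in Cx and -3.88 ± 0.14 in M. For Lef1, on chromosome 3 from 130813389 to 130927274, the log2 ratio was -1.28 ± 0.14 in Cx, from 167 and 354 reads in CxH and CxWT, and -0.61 ± 0.16 in M, from 144 and 170 reads in MH and MWT. Reads of Ccnd1, which lies on chromosome 7 from 152115836 to 152125774, numbered 2494 in CxH, 1179 in CxWT, 1858 in MH and 971 in MWT, with log2 ratios of 0.89 ± 0.051 in Cx and 0.57 ± 0.057 in M. Jun lies on chromosome 4 from 94715725 to 94718913, and in CxH, CxWT, MH and MWT its reads were 1727, 1091, 1595 and 570, for log2 ratios of 0.47 ± 0.056 in Cx and 1.12 ± 0.070 in M. Ctnnb1, Apc and Gsk3b had log2 ratios in Cx and M of -0.12 and -0.42 for Ctnnb1, 0.15 and 0.58 for Apc and -0.23 and -0.18 for Gsk3b. For Dvl and Axin genes the ratios were 0.25 and 0.49 for Dvl1, -0.19 and 0.20 for Dvl2, 0.44 and 0.52 for Dvl3, 0.24 and -0.057 for Axin1 and 0.079 and 0.41 for Axin2. The remaining ratios were 0.63 and 0.81 for Tcf7, 0.13 and 0.82 for Tcf7l1, -0.17 and 0.95 for Ppard and -0.10 and 0.80 for Myc, and these 4 genes were called up in M and not in Cx. Tcf7l2, a midbrain and diencephalon marker, was called down in both areas. Lef1 was called down and Ccnd1 up in Cx only. Rescaling the libraries in another way added the calls of Tcf7 (Cx) and turned the sign of Axin1 (M). The exact test with the assumed variation between pools did not call Tcf7 (M), Tcf7l1 (M) and Myc (M). Corrected for GC content and transcript length, Tcf7 (M), Tcf7l1 (M) and Ppard (M) fell below the thresholds and Dvl1 (Cx and M), Dvl2 (M), Dvl3 (M), Axin2 (Cx) and Tcf7l1 (Cx) changed sign. Ratios in M carry the sign of the labels MH and MWT, and by the same labels Ids was higher in MH.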

The downstream genes in the canonical pathway (Wnt/β-catenin) involved in the so-called destruction complex (*Dvl*, *Ctnnb1*, *Apc*, *Gsk3b*, *Tcf*, *Lef*, and *Axin1/2*) do not appear altered; however, the transcriptional factors (*Tcf* and *Lef*) and other genes concerning the cell cycle (*Ppard*, *Ccnd1*, *Myc*, and *Jun*) are up-regulated only in the M area.

As for the non-canonical signaling, the Wnt/Pcp pathway mediated by *Map kinase*, *Rac* and *Rhoa*, is unchanged, whereas Wnt/Ca^2+^ pathway presents an altered expression of all the involved genes, in particular of phospholipase C (*Plcb1*), protein kinase C (*Prkca/b/g*), calcium/calmodulin-dependent protein kinase II (*Camk2a/2b*), which are up-regulated in both areas, while *Plcb4*, *Camk2d*, and the nuclear factor of activated T cells (*Nfatc2*) result down-regulated.

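Prkca, on chromosome 11 from 107794701 to 108205242, had 5566, 2664, 5593 and 2689 reads in CxH, CxWT, MH and MWT, and log2 ratios of 0.87 ± 0.034 in Cx and 0.69 ± 0.034 in M. For Prkcb, on chromosome 7 from 129432265 to 129777916, the log2 ratio was 1.57 ± 0.016 in Cx, from 36346 and 10672 reads in CxH and CxWT, and 1.37 ± 0.017 in M, from 33175 and 9956 reads in MH and MWT. Reads of Plcb4, which lies on chromosome 2 from 135484747 to 135840329, numbered 652 in CxH, 1772 in CxWT, 808 in MH and 1291 in MWT, with log2 ratios of -1.64 ± 0.066 in Cx and -1.04 ± 0.065 in M. Nfatc2 lies on chromosome 2 from 168301910 to 168427157, and in CxH, CxWT, MH and MWT its reads were 521, 778, 397 and 512, for log2 ratios of -0.77 ± 0.082 in Cx and -0.74 ± 0.097 in M. The log2 ratios in Cx and M were 0.83 and 0.83 for Plcb1 and -1.04 and -0.65 for Camk2d. Prkca and Camk2d were under the log2 threshold in M. For the planar cell polarity branch the ratios were 0.038 and -0.64 for Rac1, -0.68 and -0.39 for Rac3, -0.21 and -0.10 for Rhoa, -0.37 and -0.11 for Mapk8, -0.46 and -0.35 for Mapk9 and 0.15 and 0.47 for Mapk10. None of these was called in either area, and Rac2 is not in the table. In 1 or more of the other scalings, the change removed the calls of Nfatc2 (Cx and M) and added the calls of Camk2d (M), Rac1 (M) and Prkca (M). With variation between pools assumed in the exact test, no call was made for Nfatc2 (Cx and M). When ratios were corrected for GC content and length, Rac3 (Cx and M) passed the thresholds and Rhoa (M) and Mapk8 (Cx and M) changed sign. Whichever way a ratio in M points, it does so by the labels, by which Ids was higher in MH.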

#### 2.4.7. Autophagy and Coordinated Lysosomal Expression and Regulation (CLEAR) Network

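Table S6g lists 171 genes of autophagy and of the lysosomal network controlled by Tfeb. Of these, 12 were up- and 10 down-regulated in Cx, and 11 and 22 in M. The median size of their log2 ratio was 0.27 in Cx and 0.34 in M, at percentiles 2.67 and 12.29 of random lists. Called in neither area were 129 genes. Library labels set the direction of the M ratios, and the Ids reads run against them.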

As shown by the pathway analysis performed with KOBAS, even a deeper manual analysis did not reveal major variations of the genes involved in the autophagy pathway (Table S6g). This pathway shows a poor dysregulation in both areas and only few genes are altered, including *Hmgb1*, *Stx17*, *Atg2a*, *Atg3*, *Atg10* and *Atg101*. 

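Hmgb1, on chromosome 5 from 149858278 to 149865089, had 915, 963, 713 and 1191 reads in CxH, CxWT, MH and MWT, and log2 ratios of -0.27 ± 0.067 in Cx and -1.11 ± 0.068 in M. For Atg10, on chromosome 13 from 91074954 to 91363592, the log2 ratio was -0.75 ± 0.17 in Cx, from 119 and 175 reads in CxH and CxWT, and -0.86 ± 0.16 in M, from 144 and 202 reads in MH and MWT. Reads of Atg101, which lies on chromosome 15 from 101114732 to 101121365, numbered 607 in CxH, 306 in CxWT, 445 in MH and 226 in MWT, with log2 ratios of 0.79 ± 0.10 in Cx and 0.61 ± 0.12 in M. The log2 ratios in Cx and M were -0.71 and -0.55 for Stx17, 0.045 and 0.71 for Atg2a and -0.81 and -0.68 for Atg3. Atg10 was called down in both areas, and the others in 1 area each. Other library scalings removed the calls of Atg2a (M), Stx17 (Cx) and Atg10 (Cx) and added the calls of Atg3 (M). Under the assumed variation between pools, calls were lost for Stx17 (Cx), Atg2a (M), Atg3 (Cx), Atg10 (Cx and M) and Atg101 (Cx). On correction for GC content and length, Hmgb1 (M), Stx17 (Cx), Atg3 (Cx), Atg10 (Cx and M) and Atg101 (Cx) fell below the thresholds and Hmgb1 (Cx) and Atg2a (Cx and M) changed sign. Between MH and MWT the direction is set by the labels, and Ids was lower in MWT.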

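Rragb lies on chromosome X from 149574524 to 149606486, and in CxH, CxWT, MH and MWT its reads were 894, 2048, 1064 and 2000, for log2 ratios of -1.39 ± 0.058 in Cx and -1.28 ± 0.055 in M. Camkk2, on chromosome 5 from 123183213 to 123229391, had 3161, 814, 2456 and 473 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.76 ± 0.057 in Cx and 2.01 ± 0.072 in M. For Hif1a, on chromosome 12 from 75002362 to 75048517, the log2 ratio was -0.77 ± 0.045 in Cx, from 1679 and 2508 reads in CxH and CxWT, and -0.91 ± 0.044 in M, from 1790 and 2609 reads in MH and MWT. The log2 ratios in Cx and M were -0.27 and -0.76 for Bnip3, -0.14 and -0.76 for Eif2a and 0.41 and 0.71 for Tsc2, called in M only. A change of the library scaling removed the calls of Tsc2 (M), Hif1a (Cx) and Bnip3 (M). Calls of Hif1a (Cx), Bnip3 (M), Eif2a (M) and Tsc2 (M) were lost when variation between pools was assumed. Once the GC and length trend was removed, Hif1a (Cx and M), Bnip3 (M), Eif2a (M) and Tsc2 (M) fell below the thresholds and Bnip3 (Cx) and Eif2a (Cx) changed sign. Where M is concerned, the direction assumes the labels, though Ids was higher in MH.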

Other genes, known as activators of autophagy, showed to be down-regulated (*Hif1a*, *Bnip3*, *Eif2a*, and *Rragb*) or up-regulated (*Camkk2* and *Tsc2*).

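Tfeb, on chromosome 17 from 47873979 to 47929368, had 314, 320, 312 and 198 reads in the libraries CxH, CxWT, MH and MWT. Its log2 ratio was -0.22 ± 0.11 in Cx and 0.29 ± 0.13 in M, called in neither, and after the GC and length correction the ratio in M was -0.44. Directions in M are those of the labels, although Ids had more reads in MH than in MWT.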

We also examined the expression changes of *Tfeb* and of the 73 genes belonging to the CLEAR (Coordinated Lysosomal Expression and Regulation) network, whose transcription is regulated by *Tfeb* itself [12]. The analysis evidenced no significant gene expression alterations for most genes, *Tfeb* included; only some hydrolases and accessory protein genes (*Gaa*, *Asah1*, *Ppt1*, *Gusb*, *Hexa*, *Ctsd*, and *Ifi30*), and few autophagy genes (*Hif1a* and *Rragb*/c) were dysregulated.

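Reads of Ctsd, which lies on chromosome 7 from 149557053 to 149573943, numbered 26826 in CxH, 12627 in CxWT, 12512 in MH and 17970 in MWT, with log2 ratios of 0.89 ± 0.016 in Cx and -0.89 ± 0.017 in M. Gaa had 8315, 14932, 7772 and 8665 reads in CxH, CxWT, MH and MWT and log2 ratios of -1.04 ± 0.020 in Cx and -0.53 ± 0.022 in M. Asah1, on chromosome 8 from 42425551 to 42460127, had 1033, 1068, 919 and 1607 reads in CxH, CxWT, MH and MWT, and log2 ratios of -0.24 ± 0.063 in Cx and -1.17 ± 0.060 in M. For Gusb, on chromosome 5 from 130464881 to 130478919, the log2 ratio was 0.64 ± 0.12 in Cx, from 419 and 234 reads in CxH and CxWT, and -0.87 ± 0.12 in M, from 237 and 336 reads in MH and MWT. The log2 ratios in Cx and M were -0.32 and -0.99 for Ppt1, 0.84 and -0.55 for Hexa, 1.27 and -0.79 for Ifi30 and -0.17 and -0.72 for Rragc. Ctsd and Ifi30 were called up in Cx and down in M, Hexa up in Cx, Gaa down in Cx, and Asah1, Ppt1, Gusb and Rragc down in M. At least 1 of the other scalings removed the calls of Rragc (M) and added the calls of Gusb (Cx). If variation between pools was assumed, the exact test left Ifi30 (M) and Rragc (M) uncalled. Removing the GC and length trend changed calls: Ppt1 (M), Hexa (Cx), Ctsd (Cx), Ifi30 (M) and Rragc (M) fell below the thresholds, Gaa (M) passed them and Asah1 (Cx) changed sign. The M ratios set MH over MWT as labelled, and the Ids reads run the other way.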

#### 2.4.8. Immune and Inflammatory Systems

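Reads of Mertk, which lies on chromosome 2 from 128524692 to 128628630, numbered 1600 in CxH, 685 in CxWT, 1334 in MH and 603 in MWT, with log2 ratios of 1.03 ± 0.066 in Cx and 0.78 ± 0.071 in M. Dio2 lies on chromosome 12 from 91962994 to 91976878, and in CxH, CxWT, MH and MWT its reads were 4164, 1815, 4504 and 1688, for log2 ratios of 1.002 ± 0.041 in Cx and 1.05 ± 0.041 in M. Ppp1r3g, on chromosome 13 from 36050708 to 36062257, had 559, 200, 611 and 118 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.29 ± 0.12 in Cx and 2.00 ± 0.15 in M. Allowing the assumed variation between pools in the exact test removed the calls of Mertk (M). For M, each direction is that of the labels, while Ids was higher in the library labelled MH.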

As for astrogliosis, among the astrocyte-specific genes identified in vitro [13], some markers associated with signal transduction (*Mertk*) and cell metabolism (*Dio2* and *Ppp1r3g*) are up-regulated both in Cx and in M areas. However, *Aldh1l1*, considered the most specific marker gene for astrocytes in vitro [13], as well as other genes associated with astrocyte proliferation, hypertrophy and migration, such as *Olig2*, *Edn1* and *Stat3* [14,15] show to be unaltered in both areas. 

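For Aldh1l1, on chromosome 6 from 90436421 to 90550197, the log2 ratio was 0.26 ± 0.044 in Cx, from 2529 and 1838 reads in CxH and CxWT, and 0.22 ± 0.050 in M, from 2091 and 1389 reads in MH and MWT. Reads of Stat3, which lies on chromosome 11 from 100746412 to 100800854, numbered 2671 in CxH, 1902 in CxWT, 1900 in MH and 1920 in MWT, with log2 ratios of 0.29 ± 0.043 in Cx and -0.38 ± 0.047 in M. The log2 ratios in Cx and M were -0.26 and -0.60 for Olig2 and -0.10 and 0.17 for Edn1. With 44 to 75 reads per library, Edn1 has a standard error of 0.24 in Cx and 0.28 in M. After the GC and length correction, Olig2 (M) passed the thresholds and Aldh1l1 (M) and Edn1 (Cx) changed sign. MH and MWT are taken here as labelled, although their Ids reads run the other way.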

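Egr1 lies on chromosome 18 from 35020861 to 35024638, and in CxH, CxWT, MH and MWT its reads were 9061, 1756, 7646 and 1078, for log2 ratios of 2.17 ± 0.038 in Cx and 2.46 ± 0.047 in M. With each other library scaling, with the assumed variation between pools and after the GC and length correction it was still called up in both areas. As for every ratio in M, the direction follows the labels, against which the Ids reads run.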

On the opposite, the early growth response 1 transcriptional factor (*Egr1*), involved in the scar formation and the related inhibition of axon regeneration, presents an important up-regulation, with a fold change of 4.50 and 5.49 in Cx and M respectively. 

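Gfap, on chromosome 11 from 102748650 to 102762226, had 23235, 9417, 9468 and 16062 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.11 ± 0.018 in Cx and -1.13 ± 0.019 in M. Its ratio was 1.25 ± 0.018 in CxH vs. MH and -0.99 ± 0.019 in CxWT vs. MWT. The calls in Cx and M held with the other library scalings, the assumed variation between pools and the GC and length correction. Ids reads, higher in MH than in MWT, run against the labels that the directions in M follow.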

Interestingly, the astrocyte marker *Gfap* (glial fibrillary acidic protein) is up-regulated in Cx and down-regulated in M.

Many genes involved in activation of resident microglia are differentially expressed in the Cx and/or in the M area. 

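Of the 266 genes that Table S6h lists for immune response, 73 were up- and 27 down-regulated in Cx, and 43 and 67 in M. In the same direction in both areas, 30 were up and 20 down. Only in Cx, 26 were up and 6 down, and only in M, 12 and 30. The median log2 ratio was 0.27 in Cx and -0.17 in M. The labels give the direction in M, where Ids had more reads in the library labelled MH.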

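For Mpeg1, on chromosome 19 from 12535269 to 12539774, the log2 ratio was 1.07 ± 0.038 in Cx, from 4812 and 2002 reads in CxH and CxWT, and -1.28 ± 0.037 in M, from 2349 and 4423 reads in MH and MWT. Reads of Fcrls, which lies on chromosome 3 from 87054680 to 87067660, numbered 2237 in CxH, 551 in CxWT, 893 in MH and 1398 in MWT, with log2 ratios of 1.83 ± 0.069 in Cx and -1.01 ± 0.062 in M. Cd68 lies on chromosome 11 from 69477715 to 69479655, and in CxH, CxWT, MH and MWT its reads were 1202, 390, 557 and 480, for log2 ratios of 1.43 ± 0.084 in Cx and -0.15 ± 0.090 in M. Cd4, on chromosome 6 from 124814710 to 124838239, had 431, 69, 387 and 76 reads in CxH, CxWT, MH and MWT, and log2 ratios of 2.45 ± 0.19 in Cx and 1.98 ± 0.18 in M. Among Fc receptor genes the log2 ratios in Cx and M were 0.89 and -0.75 for Fcer1g, 0.85 and -0.93 for Fcgr1, 1.55 and -1.32 for Fcgr2b, 1.02 and -0.54 for Fcgr3 and 1.21 and -2.37 for Fcgr4. Lyz1 and Cyba had ratios in Cx and M of 1.56 and -1.15 for Lyz1 and 1.10 and -0.32 for Cyba. Lyz1 and Lyz2 are paralogs, and reads that fit both would be missing from the count of each. All 12 genes were called up in Cx. In M, Mpeg1, Fcer1g, Fcgr1, Fcgr2b, Fcgr4, Fcrls, Lyz1 and Lyz2 were called down, Cd4 was called up, and Fcgr3, Cd68 and Cyba were not called. The scaling of the libraries mattered: 1 or more alternatives removed the calls of Fcer1g (M). The exact test with the assumed variation between pools did not call Fcer1g (M), Fcgr1 (Cx) and Fcgr4 (Cx). With GC content and transcript length corrected, Fcer1g (M) fell below the thresholds. Signs in M hold for the libraries as labelled, and Ids had more reads in the library labelled MH.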

Among them, the macrophage phenotypic markers such as *Mpeg1*, the Fc receptors (*Fcer1g*, *Fcgr1*, *Fcgr2b*, *Fcgr3*, *Fcgr4*, and *Fcrls*), *Cd6*8 and *Cd4* antigen, *Mpeg1*, *Lyz1*, *Lyz2*, and *Cyba* are all up-regulated in Cx and down-regulated in M. Accordingly, the factors mostly released from the activated microglia, such as pro-inflammatory cytokines and chemokines, are differentially expressed in Ids-ko brain (Figure 10a,b and in Table S6h). Among them, *Il12a*, *Ccl17*, *Cx3cl1* and *Ccl21b* are up-regulated in both tissues, while *Ccl3*, *Ccl5*, *Ccl6* and *Ccl8* are up-regulated in Cx and down-regulated in M.

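For Cx3cl1, on chromosome 8 from 97295909 to 97306323, the log2 ratio was 1.14 ± 0.017 in Cx, from 25707 and 10187 reads in CxH and CxWT, and 1.22 ± 0.020 in M, from 20478 and 6823 reads in MH and MWT. Reads of Ccl21b, which lies on chromosome 4 from 41774204 to 41775337, numbered 310 in CxH, 52 in CxWT, 297 in MH and 46 in MWT, with log2 ratios of 2.38 ± 0.22 in Cx and 2.32 ± 0.23 in M. Ccl6 lies on chromosome 11 from 83401384 to 83406589, and in CxH, CxWT, MH and MWT its reads were 109, 52, 56 and 145, for log2 ratios of 0.87 ± 0.24 in Cx and -1.74 ± 0.23 in M. Ccl8, on chromosome 11 from 81928687 to 81930301, had 20, 8, 5 and 28 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.13 ± 0.60 in Cx and -2.85 ± 0.70 in M. The log2 ratios of Ccl3 and Ccl5 in Cx and M were 1.13 and -2.83 for Ccl3 and 1.23 and -2.23 for Ccl5. Il12a had 24 reads in CxH, 2 in CxWT, 52 in MH and 2 in MWT, and Ccl17 25, 10, 21 and 3. Both were called up in both areas, and where a library is at or under the floor of 3 reads the size of the change is not measured. Ccl3, Ccl5 and Ccl6 were called up in Cx and down in M. Ccl21b belongs to a group of paralogs, and how many reads fit several of them, and so were not counted, was not tested. Ccl8 in Cx passed the log2 threshold and not that of the p-value, and was not called. Rescaling the libraries in another way added the calls of Ccl8 (Cx). With variation between pools assumed in the exact test, no call was made for Ccl17 (Cx), Ccl3 (Cx), Ccl5 (Cx) and Ccl6 (Cx). Corrected for GC content and transcript length, Ccl17 (Cx) fell below the thresholds and Ccl8 (Cx) passed them. Ratios in M carry the sign of the labels MH and MWT, and by the same labels Ids was higher in MH.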

Moreover, cathepsins, which are released by activated microglia and associated with the pro-inflammatory response, neuronal death and apoptosis, present gene expression alterations: *Ctsa*, *Ctsd* and *Ctss* are up-regulated in Cx, while *Ctsc*, *Ctsd*, *Ctsh*, *Ctsl*, and *Ctss* are down-regulated in M.

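For Ctss, on chromosome 3 from 95330708 to 95360325, the log2 ratio was 0.80 ± 0.047 in Cx, from 2800 and 1409 reads in CxH and CxWT, and -1.45 ± 0.046 in M, from 1472 and 3111 reads in MH and MWT. Reads of Ctsl, which lies on chromosome 13 from 64464522 to 64471614, numbered 1328 in CxH, 960 in CxWT, 798 in MH and 1853 in MWT, with log2 ratios of 0.27 ± 0.061 in Cx and -1.58 ± 0.061 in M. The log2 ratios in Cx and M were 0.78 and -0.21 for Ctsa, 0.69 and -1.23 for Ctsc and 0.69 and -0.78 for Ctsh. Of the Cts genes, calls were made for 3 of 11 genes in Cx (3 up, 0 down) and 5 in M (0 up, 5 down). Every Cts ratio in M lay below 0, but the highest, -0.043 for Ctsf, turns positive with TMM and DESeq2 factors. In 1 or more of the other scalings, the change added the calls of Ctsc (Cx) and Ctsh (Cx). Under the assumed variation between pools, calls were lost for Ctsa (Cx), Ctss (Cx) and Ctsh (M). When ratios were corrected for GC content and length, Ctsa (Cx) and Ctsh (M) fell below the thresholds and Ctsc (Cx) passed them. Whichever way a ratio in M points, it does so by the labels, by which Ids was higher in MH.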

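Cd34 lies on chromosome 1 from 196765015 to 196787486, and in CxH, CxWT, MH and MWT its reads were 3471, 1023, 3099 and 1315, for log2 ratios of 1.57 ± 0.051 in Cx and 0.87 ± 0.048 in M. Cd48, on chromosome 1 from 173612140 to 173635389, had 85, 38, 36 and 116 reads in CxH, CxWT, MH and MWT, and log2 ratios of 0.97 ± 0.28 in Cx and -2.06 ± 0.28 in M. For Bcl11a, on chromosome 11 from 23978056 to 24074123, the log2 ratio was 1.70 ± 0.069 in Cx, from 2095 and 562 reads in CxH and CxWT, and 1.44 ± 0.075 in M, from 1679 and 479 reads in MH and MWT. Reads of Bcl11b, which lies on chromosome 12 from 109148613 to 109241812, numbered 2600 in CxH, 655 in CxWT, 1772 in MH and 531 in MWT, with log2 ratios of 1.79 ± 0.063 in Cx and 1.37 ± 0.071 in M. The log2 ratios of further genes in Cx and M were 1.05 and -0.47 for Cd37, 0.52 and -1.07 for Cd53, 0.94 and -0.22 for Bcl3, 0.073 and 0.78 for Bcl6, -0.18 and 0.89 for Bcl9 and 0.41 and 0.97 for Bcl9l. Cd7 had 26 reads in CxH and 2 in CxWT, and 31 in MH and 3 in MWT, and was called up in both areas at a size that the depth does not fix. Of the H2 genes, calls were made for 6 of 19 genes in Cx (4 up, 2 down) and 5 in M (1 up, 4 down), with medians of 0.18 and -0.26. H2 genes are paralogs, and reads that fit several of them would be missing from their counts. Calls of Cd48 (Cx), Bcl3 (Cx) and Bcl6 (M) were lost when variation between pools was assumed. On correction for GC content and length, Cd53 (M), Bcl3 (Cx), Bcl9 (M) and Bcl9l (M) fell below the thresholds and Cd37 (M), Cd53 (Cx) and Bcl3 (M) passed them. Library labels set the direction of the M ratios, and the Ids reads run against them.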

As shown in Table S6h, T cell (*Cd34*, *Cd37*, *Cd4*, *Cd48*, *Cd53*, and *Cd7*) and B cell (*Bcl11a*, *Bcl11b*, *Bcl3*, *Bcl6*, *Bcl9*, and *Bcl9l*) specific genes are also altered, as well as genes involved in the antigen presentation process (*H2* class genes). Finally, in the cerebral cortex an up-regulation of some complement components (*C1qa*, *C1qb*, *C1qc*, *C3ar1*, and *C4b*) is registered, while *C1qa* and *C3ar1* are down-regulated in the M area.

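C1qa lies on chromosome 4 from 136451832 to 136454718, and in CxH, CxWT, MH and MWT its reads were 6211, 2031, 2372 and 3714, for log2 ratios of 1.42 ± 0.037 in Cx and -1.02 ± 0.038 in M. C1qb, on chromosome 4 from 136436044 to 136442102, had 3300, 1199, 1384 and 1723 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.26 ± 0.049 in Cx and -0.68 ± 0.052 in M. For C3ar1, on chromosome 6 from 122797156 to 122806179, the log2 ratio was 1.39 ± 0.17 in Cx, from 292 and 97 reads in CxH and CxWT, and -1.07 ± 0.15 in M, from 153 and 248 reads in MH and MWT. Reads of C4b, which lies on chromosome 17 from 34865325 to 34880827, numbered 2023 in CxH, 1024 in CxWT, 1061 in MH and 1229 in MWT, with log2 ratios of 0.79 ± 0.055 in Cx and -0.58 ± 0.060 in M. C1qc had ratios of 1.07 ± 0.045 in Cx and -0.42 ± 0.049 in M. All 5 were called up in Cx, and C1qa and C3ar1 were called down in M. C4b is a paralog of C4a, and how many reads fit both, and so were not counted, was not tested. Other library scalings added the calls of C1qb (M). If variation between pools was assumed, the exact test left C4b (Cx) uncalled. Once the GC and length trend was removed, C4b (Cx) fell below the thresholds and C1qb (M) and C4b (M) passed them. Between MH and MWT the direction is set by the labels, and Ids was lower in MWT.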

#### 2.4.9. Oxidative Stress

Some genes associated with oxidative damage are altered in Ids-ko cerebral cortex. 

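Of the 61 genes that Table S6i lists, 12 were up- and 4 down-regulated in Cx, and 6 and 7 in M. Random lists of the same length and expression had a median of 12 calls in Cx and 15 in M. The median log2 ratio was 0.10 in Cx and -0.24 in M. Where M is concerned, the direction assumes the labels, though Ids was higher in MH.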

In particular, we observed an up-regulation of the NADPH-oxidase complex components (*Ncf1*, *Ncf4*, and *Cyba*), nitric oxide synthase 3 (*Nos3*) and glutathione peroxidase 1 (*Gpx1*) genes. 

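Nos3 lies on chromosome 5 from 23870628 to 23890292, and in CxH, CxWT, MH and MWT its reads were 497, 234, 315 and 170, for log2 ratios of 0.89 ± 0.11 in Cx and 0.52 ± 0.14 in M. Gpx1, on chromosome 9 from 108241607 to 108242671, had 1282, 646, 664 and 650 reads in CxH, CxWT, MH and MWT, and log2 ratios of 0.79 ± 0.070 in Cx and -0.34 ± 0.080 in M. For Ncf1, on chromosome 5 from 134695923 to 134705495, the log2 ratio was 0.84 ± 0.13 in Cx, from 367 and 179 reads in CxH and CxWT, and 0.034 ± 0.14 in M, from 263 and 199 reads in MH and MWT. Ncf4 had 42, 17, 22 and 25 reads in CxH, CxWT, MH and MWT, and ratios of 1.11 ± 0.41 and -0.55 ± 0.42. These genes and Cyba were called up in Cx, and none was called in M. A change of the library scaling turned the sign of Ncf1 (M). Allowing the assumed variation between pools in the exact test removed the calls of Ncf1 (Cx), Ncf4 (Cx) and Gpx1 (Cx). Removing the GC and length trend changed calls: Nos3 (Cx) and Gpx1 (Cx) fell below the thresholds and Ncf1 (M) changed sign. Directions in M are those of the labels, although Ids had more reads in MH than in MWT.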

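Cat had 1544, 2163, 1976 and 1630 reads in CxH, CxWT, MH and MWT and log2 ratios of -0.68 ± 0.048 in Cx and -0.091 ± 0.048 in M. Sod1 lies on chromosome 16 from 90220987 to 90226567, and in CxH, CxWT, MH and MWT its reads were 3892, 3136, 3141 and 3418, for log2 ratios of 0.12 ± 0.035 in Cx and -0.49 ± 0.036 in M. Sod2, on chromosome 17 from 13200705 to 13210985, had 3065, 3178, 2767 and 2903 reads in CxH, CxWT, MH and MWT, and log2 ratios of -0.25 ± 0.036 in Cx and -0.44 ± 0.038 in M. For Sod3, on chromosome 5 from 52755185 to 52762644, the log2 ratio was 0.60 ± 0.084 in Cx, from 802 and 461 reads in CxH and CxWT, and 0.60 ± 0.10 in M, from 565 and 288 reads in MH and MWT. The ratio of Cat in Cx lay just under the threshold. After the GC and length correction, Cat (M), Sod1 (Cx) and Sod2 (Cx) changed sign. The M ratios set MH over MWT as labelled, and the Ids reads run the other way.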

The factors involved in antioxidant processes, such as catalase (*Cat*) and superoxide dismutase (*Sod*), are unchanged in both tissues (Table S6i).

#### 2.4.10. Mitochondria

Genes involved in mitochondrial regulation, oxidative phosphorylation and mitochondrial respiratory chain results up-regulated in the Cx and down-regulated in the M areas of the Ids-ko mouse model (Table S6j). 

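Of the genes of Table S6j, 6 were up- and 1 down-regulated in Cx, and 1 and 21 in M. The median log2 ratio was -0.0092 in Cx and -0.29 in M. In Cx, 7 calls fell under the median of 20 that random lists gave, and in M the random median was 24. Nduf genes split evenly in Cx, 22 above 0 and 22 below, with a median of 0.0084 that turned negative with column totals, while in M 11 lay above and 33 below, with a median of -0.38. After the GC and length correction, 14 genes of the list were called in M. For M, each direction is that of the labels, while Ids was higher in the library labelled MH.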

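Reads of Ndufs4, which lies on chromosome 13 from 115078003 to 115178302, numbered 3818 in CxH, 2629 in CxWT, 2217 in MH and 4459 in MWT, with log2 ratios of 0.34 ± 0.037 in Cx and -1.38 ± 0.037 in M. Sdha lies on chromosome 13 from 74459702 to 74487728, and in CxH, CxWT, MH and MWT its reads were 10591, 11599, 9546 and 12407, for log2 ratios of -0.33 ± 0.019 in Cx and -0.75 ± 0.020 in M. Uqcrq, on chromosome 11 from 53241424 to 53244333, had 4538, 2008, 2406 and 3145 reads in CxH, CxWT, MH and MWT, and log2 ratios of 0.98 ± 0.039 in Cx and -0.75 ± 0.039 in M. For Cox5a, on chromosome 9 from 57369039 to 57380231, the log2 ratio was -0.081 ± 0.040 in Cx, from 2695 and 2489 reads in CxH and CxWT, and -1.04 ± 0.043 in M, from 1838 and 2929 reads in MH and MWT. Reads of Atp5k, which lies on chromosome 5 from 108862263 to 108863467, numbered 378 in CxH, 184 in CxWT, 236 in MH and 253 in MWT, with log2 ratios of 0.84 ± 0.13 in Cx and -0.47 ± 0.13 in M. In Complex I the other log2 ratios in Cx and M were -0.32 and -0.72 for Ndufa12, 0.32 and -1.15 for Ndufa6, -0.079 and -0.95 for Ndufb5, -0.31 and -1.32 for Ndufb6, 0.041 and -1.15 for Ndufc1, 0.072 and -1.21 for Ndufc2, -0.14 and -0.73 for Ndufs3 and -0.20 and -0.95 for Ndufv2, all called in M only. In Complexes II and III they were -0.11 and -0.78 for Sdhd, -0.14 and -0.73 for Uqcrh, 0.86 and 0.26 for Uqcr11, -0.0092 and -0.77 for Uqcrfs1 and -0.33 and -1.24 for Uqcrb. In Complexes IV and V they were 0.76 and 0.089 for Cox6a1, 0.20 and -1.62 for Cox7a1, 0.18 and -0.83 for Cox7a2, -0.65 and -0.86 for Cox7b, 0.71 and 0.17 for Cox8a and -0.079 and 0.81 for Atp6v1f. Cox8b had 9, 2, 11 and 3 reads in CxH, CxWT, MH and MWT. Called up in Cx were Uqcrq, Uqcr11, Cox6a1, Cox8a, Cox8b and Atp5k. Called down in M were all others named except Atp6v1f, called up, and Uqcrq was called down as well. At least 1 of the other scalings removed the calls of Cox8a (Cx), Ndufa12 (M), Ndufs3 (M), Sdha (M), Uqcrq (M) and Uqcrh (M) and turned the sign of Ndufb5 (Cx), Uqcrfs1 (Cx), Cox5a (Cx) and Atp6v1f (Cx). The exact test with the assumed variation between pools did not call Ndufa12 (M), Ndufs3 (M), Sdha (M), Sdhd (M), Uqcrq (M), Uqcrh (M), Uqcrfs1 (M), Cox6a1 (Cx), Cox8a (Cx), Cox8b (Cx), Atp5k (Cx) and Atp6v1f (M). With GC content and transcript length corrected, Ndufa12 (M), Ndufb5 (M), Ndufc1 (M), Ndufc2 (M), Ndufs3 (M), Ndufv2 (M), Sdha (M), Sdhd (M), Uqcrq (M), Uqcrh (M), Uqcr11 (Cx), Uqcrfs1 (M), Uqcrb (M), Cox5a (M), Cox6a1 (Cx), Cox7a2 (M), Cox7b (M), Cox8a (Cx), Cox8b (Cx) and Atp5k (Cx) fell below the thresholds, Cox8b (M) passed them and Ndufv2 (Cx), Uqcrfs1 (Cx) and Cox7a1 (Cx) changed sign. MH and MWT are taken here as labelled, although their Ids reads run the other way.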

We found differentially expressed genes involved in Complex I (*Ndufa12*, *Ndufa6*, *Ndufb5*, *Ndufb6*, *Ndufc1*, *Ndufc2*, *Ndufs3*, *Ndufs4*, and *Ndufv2*), in Complex II (*Sdha* and *Sdhd*), in Complex III (*Uqcrq*, *Uqcrh*, *Uqcr11*, *Uqcrfs1*, and *Uqcrb*), in Complex IV (*Cox5a*, *Cox6a1*, *Cox7a1*, *Cox7a2*, *Cox7b*, *Cox8a*, and *Cox8b*) and in Complex V (*Atp5k* and *Atp6v1f*). In addition, we found an up-regulation in both areas of the genes *Lrrk2*, largely present in the cytoplasm and in the mitochondrial outer membrane and associated with Parkinson’s disease, and *Bbc3*, that cooperates with direct activator proteins to induce mitochondrial outer membrane permeabilization and apoptosis.

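Lrrk2 lies on chromosome 15 from 91503606 to 91646551, and in CxH, CxWT, MH and MWT its reads were 2077, 732, 2016 and 624, for log2 ratios of 1.31 ± 0.062 in Cx and 1.32 ± 0.066 in M. Bbc3, on chromosome 7 from 16894965 to 16903554, had 110, 55, 89 and 29 reads in CxH, CxWT, MH and MWT, and log2 ratios of 0.80 ± 0.24 in Cx and 1.25 ± 0.31 in M. With variation between pools assumed in the exact test, no call was made for Bbc3 (Cx). Corrected for GC content and transcript length, Bbc3 (Cx and M) fell below the thresholds. As for every ratio in M, the direction follows the labels, against which the Ids reads run.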

#### 2.4.11. Neurodegenerative Disorders

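Of the genes named for the Alzheimer's, Parkinson's and Huntington disease pathways, Apbb1, Adora2a and Dlg4 serve as examples, chosen 1 per pathway after their values were seen. For Apbb1, on chromosome 7 from 112707000 to 112722916, the log2 ratio was 0.57 ± 0.021 in Cx, from 13371 and 7885 reads in CxH and CxWT, and 0.90 ± 0.025 in M, from 10951 and 4555 reads in MH and MWT. Reads of Adora2a, which lies on chromosome 10 from 74779688 to 74797533, numbered 2590 in CxH, 565 in CxWT, 1448 in MH and 452 in MWT, with log2 ratios of 2.00 ± 0.067 in Cx and 1.31 ± 0.078 in M. Dlg4 lies on chromosome 11 from 69830587 to 69859034, and in CxH, CxWT, MH and MWT its reads were 23596, 9519, 17304 and 6615, for log2 ratios of 1.11 ± 0.018 in Cx and 1.02 ± 0.021 in M. When ratios were corrected for GC content and length, Apbb1 (M) and Dlg4 (M) fell below the thresholds. Ids reads, higher in MH than in MWT, run against the labels that the directions in M follow.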

Analysis of the pathways involved in the pathogenesis of the main neurodegenerative disorders (Alzheimer’s, Parkinson’s and Huntington diseases) revealed that several genes are dysregulated in both brain areas of the Ids-ko mouse model (Table S6k). In the Alzheimer’s disease pathway, we found genes up-regulated (*Apbb1*, *Atf6*, *Cacna1d*, *Calm3*, *Casp7*, *Itpr1*, *Lpl*, and *Ppp3ca*) and down-regulated (*Aph1b*, *Bid*, *Cycs*, *Fadd*, *Fas*, and *Nae1*). In addition, the up-regulation of α-synuclein (*Snca*) is noteworthy, as it is involved in the pathogenesis of both Alzheimer’s disease (AD) and Parkinson’s disease (PD). 

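Nae1, on chromosome 8 from 107034928 to 107058537, had 245, 427, 342 and 396 reads in CxH, CxWT, MH and MWT, and log2 ratios of -0.997 ± 0.12 in Cx and -0.58 ± 0.11 in M. For Calm3, on chromosome 7 from 17500728 to 17509463, the log2 ratio was 0.55 ± 0.012 in Cx, from 38395 and 22915 reads in CxH and CxWT, and 0.87 ± 0.014 in M, from 34764 and 14727 reads in MH and MWT. Reads of Fas, which lies on chromosome 19 from 34365149 to 34402260, numbered 38 in CxH, 45 in CxWT, 34 in MH and 59 in MWT, with log2 ratios of -0.44 ± 0.32 in Cx and -1.16 ± 0.31 in M. Among the genes named as up-regulated, further log2 ratios in Cx and M were 0.90 and 0.81 for Atf6, 0.065 and 0.72 for Cacna1d and 1.06 and 0.82 for Lpl. For those named as down-regulated they were -0.45 and -0.72 for Aph1b, -0.50 and -0.79 for Bid, -0.50 and -0.81 for Cycs and -0.45 and -0.86 for Fadd. Atf6, Itpr1, Lpl and Ppp3ca were called in both areas, Nae1 only in Cx, and the others given here only in M. The scaling of the libraries mattered: 1 or more alternatives removed the calls of Cacna1d (M) and Aph1b (M). Under the assumed variation between pools, calls were lost for Atf6 (M), Cacna1d (M), Lpl (M), Aph1b (M), Bid (M), Cycs (M) and Fadd (M). On correction for GC content and length, Cacna1d (M), Calm3 (M), Aph1b (M), Cycs (M), Fas (M) and Nae1 (Cx) fell below the thresholds and Nae1 (M) changed sign. The labels give the direction in M, where Ids had more reads in the library labelled MH.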

In PD pathway, we found five up-regulated (*Adcy5*, *Adora2a*, *Drd1*, *Lrrk2*, and *Sept5*) and seven down-regulated (*Cycs*, *Gpr37*, *Slc18a2*, *Slc6a3*, *Th*, *Ube2j1*, and *Vdac*) genes. 

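Gpr37 lies on chromosome 6 from 25616894 to 25640729, and in CxH, CxWT, MH and MWT its reads were 2489, 4618, 3059 and 2700, for log2 ratios of -1.09 ± 0.036 in Cx and -0.19 ± 0.038 in M. Drd1, on chromosome 13 from 54146555 to 54151027, had 1952, 695, 1722 and 702 reads in CxH, CxWT, MH and MWT, and log2 ratios of 1.29 ± 0.064 in Cx and 0.93 ± 0.065 in M. For Sept5, on chromosome 16 from 18621904 to 18630004, the log2 ratio was 1.45 ± 0.021 in Cx, from 20485 and 6541 reads in CxH and CxWT, and 1.32 ± 0.023 in M, from 16316 and 5070 reads in MH and MWT. Ube2j1 and Vdac2 had log2 ratios in Cx and M of -0.70 and -0.29 for Ube2j1 and -0.19 and -0.72 for Vdac2. Gpr37 and Ube2j1 were called in Cx only, Cycs and Vdac2 in M only, and the other named genes in both areas. Drd1 and Adora2a belong to the striatal marker list, higher in CxH than in CxWT at a median of 1.14 and in MH than in MWT at 1.10, and Slc6a3 and Th to the midbrain list. Rescaling the libraries in another way removed the calls of Ube2j1 (Cx) and Vdac2 (M). Calls of Ube2j1 (Cx) and Vdac2 (M) were lost when variation between pools was assumed. Once the GC and length trend was removed, Ube2j1 (Cx), Vdac2 (M) and Adcy5 (Cx and M) fell below the thresholds. Signs in M hold for the libraries as labelled, and Ids had more reads in the library labelled MH.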

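Reads of Bdnf, which lies on chromosome 2 from 109514857 to 109567204, numbered 557 in CxH, 284 in CxWT, 583 in MH and 293 in MWT, with log2 ratios of 0.78 ± 0.11 in Cx and 0.62 ± 0.10 in M. Crebbp lies on chromosome 16 from 4084048 to 4213404, and in CxH, CxWT, MH and MWT its reads were 1575, 1150, 1683 and 591, for log2 ratios of 0.26 ± 0.056 in Cx and 1.14 ± 0.069 in M. Dctn1, on chromosome 6 from 83115914 to 83150111, had 12319, 12334, 12472 and 4981 reads in CxH, CxWT, MH and MWT, and log2 ratios of -0.20 ± 0.018 in Cx and 0.96 ± 0.024 in M. For Hap1, on chromosome 11 from 100208641 to 100217455, the log2 ratio was -1.57 ± 0.026 in Cx, from 4204 and 10923 reads in CxH and CxWT, and -0.86 ± 0.027 in M, from 4788 and 6712 reads in MH and MWT. The log2 ratios in Cx and M were 0.37 and 0.97 for Grin1, 1.27 and 1.52 for Grin2b, 0.90 and 0.78 for Pparg, -0.75 and -1.16 for Dnaic2 and -0.81 and -0.95 for Dnali1. In both areas Bbc3, Dlg4, Grin2b, Itpr1 and Pparg were called up and Dnaic2, Dnali1 and Hap1 down. Bdnf and Gpx1 were called only in Cx, and Crebbp, Dctn1, Grin1 and Vdac2 only in M. In 1 or more of the other scalings, the change removed the calls of Dnaic2 (Cx). If variation between pools was assumed, the exact test left Bdnf (Cx), Pparg (Cx and M), Dnaic2 (Cx) and Dnali1 (Cx) uncalled. Removing the GC and length trend changed calls: Dctn1 (M) and Grin1 (M) fell below the thresholds and Bdnf (M) passed them. Ratios in M carry the sign of the labels MH and MWT, and by the same labels Ids was higher in MH.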

We also found many differentially expressed genes related to the Huntington disease (HD) pathway in both areas of the MPS II mouse model; among these, *Bbc3*, *Bdnf*, *Crebbp*, *Dctn1*, *Dlg4*, *Gpx1*, *Grin1*, *Grin2b*, *Itpr1*, and *Pparg* are up-regulated, while *Dnaic2*, *Dnali1*, *Hap1*, and *Vdac2* are down-regulated. 

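Among genes of the respiratory chain, Uqcr genes were called for 2 of 8 genes in Cx (2 up, 0 down) and 4 in M (0 up, 4 down). Cox genes were called for 3 of 16 genes in Cx (3 up, 0 down) and 4 in M (0 up, 4 down). Calls of Atp5 genes numbered 2 of 14 genes in Cx (1 up, 1 down) and 1 in M (0 up, 1 down). Atp6 genes are set apart, as the paper names only Atp6v1f of them, under Complex V, and they include Atp6ap1l and Atp6ap2. Their calls were 1 of 18 genes in Cx (1 up, 0 down) and 2 in M (2 up, 0 down). For Uqcr, Cox, Atp5 and Atp6, median log2 ratios in Cx were -0.012, 0.19, -0.072 and -0.0093. Those of Uqcr, Atp5 and Atp6 turned positive with TMM and DESeq2 factors. In M the medians were -0.69, 0.060, -0.33 and -0.13, and that of Cox turned negative with column totals. Sdh genes had -0.13 and -0.63. Whichever way a ratio in M points, it does so by the labels, by which Ids was higher in MH.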

Finally, in this study, we found up-regulated in the Cx and down-regulated in the M area of the Ids-ko mouse most of the genes belonging to the oxidative phosphorylation pathway, which is also involved in AD, PD and HD pathways.

## 3. Discussion

LSDs are very invalidating, often life-threatening diseases due to accumulation of undegraded substrates in most organs, including the brain district in many patients. Understanding the neurological deficit in these diseases has been and remains a very important challenge of the medical-scientific community working in this field.

Cerebral cortex (Cx) is involved in memory, attention, perception, awareness, thought and consciousness, while midbrain, diencephalon and hippocampus (M) are associated with vision, hearing, motor control, sleep/wake, arousal (alertness) and temperature regulation [16].

Converging lines of investigation revealed potentially common pathogenetic mechanisms involved in different neurodegenerative diseases; among them, neuroinflammation and unbalance of calcium homeostasis, in turn connected to oxidative stress, autophagy deficit and defect of the cytoskeleton in vesicular transport. This last may have detrimental implications on the release of neuropeptides in the synaptic cleft, on the transmission of nerve impulses and on axon guidance. These mechanisms are interrelated in a vicious cycle, eventually leading to cell dysfunction and death, the basic molecular mechanisms of which are still unknown [17,18].

Differential expression alterations highlighted by the RNA-seq analysis performed in the present study are mainly concordant in the two brain areas examined for all processes named above, except for neuroinflammation where an altered expression going on opposite directions was observed in the Cx and in the M areas.

### 3.1. Calcium Homeostasis

A dysregulation of the calcium signaling pathway has been previously reported in several LSDs at different levels and with distinct abnormalities [19]. In GM2 gangliosidosis and in Niemann–Pick type A diseases, changes in the sarco-endoplasmic reticulum–Ca^2+^ ATPase (SERCA) activity, with or without sialyl moieties, were reported respectively [20,21]. In addition, enhanced Ca^2+^ release from endoplasmic reticulum has been shown in murine models of Gaucher disease [22].

In the present study, the calcium signaling pathway results severely compromised in both areas of the Ids-ko mouse model, with alteration of transporters of the plasma membrane, mitochondrial and endoplasmic reticulum. In Cx, and even more in M, a dysregulation of *Grin* and *Cacn* gene families, leading to internalization of calcium ions in the cytoplasm, was detected.

In addition, the up-regulation of *Ryr* and *Ip3r* genes leads to an increase in calcium release from the endoplasmic reticulum. Variations of these genes could lead to an increased concentration of cytosolic calcium, in agreement with what observed in other LSDs [19].

### 3.2. Synapse and Neuroactive Ligand—Receptor Interaction

The calcium homeostasis and the circadian rhythm pathways are directly related to cholinergic, dopaminergic and glutamatergic synapse pathways and seem to affect synapse maintenance and strength [23,24]. The signal transmission failure by synapses is the main cause of pathology in adult-onset neurodegenerative diseases and many neurological diseases share similar molecular mechanisms leading to synaptic pathology [25].

Recent studies have demonstrated a synaptic failure also in sphingolipidosis [26], while in NPC1 there are significant defects in synaptic transmission both at glutamatergic and GABAergic synapses, due to an impairment of synaptic vesicle trafficking [27]. Very recently, Sambri and colleagues demonstrated in the MPS IIIA mouse model the direct link between presynaptic maintenance and lysosomal dysfunction and its importance in the LSDs neuropathogenesis [28].

Our study conducted in the MPS II mouse model underlines a heavy dysregulation of all synaptic processes; it involves all types of synapses (cholinergic, glutamatergic, dopaminergic, serotonergic, GABAergic), receptors, neurotransmitters and channels as well as calcium homeostasis. This confirms the close link between synaptic pathology, LSDs and neurodegenerative diseases, and stresses once again the need for a deep study aimed at understanding the molecular mechanisms behind such dysregulation, in order to identify potential new therapeutic targets for the neurological involvement in LSDs.

It is also important to underline that the inflammatory system linked to glial cells can lead to the loss and dysfunction of synapses [29]. Therefore, neuroinflammation in MPS II, as well as in other LSDs, further exacerbates the synaptic pathology and the neurodegeneration in these diseases.

### 3.3. Axon Guidance

An alteration of the axon guidance processes has been so far supposed only for other three LSDs: In the drosophila model for Batten disease [30], in the brain of the MPS VII mouse [8] and in the brain of a mouse model for CLN1 disease [31].

Four main families of signal molecules responsible for axon guidance are known: Netrins, ephrins, semaphorins and slits. These molecules are important also for other processes; for example, *Ntn1* and its receptor *Unc5a* are responsible for the development of several tissues, including the nervous one, both in early stages and in adult life (as repair, neurites directioning and growth of the nervous tissue). In adult tissue, they also seem to be implicated in the migration of stem cells, in the survival of tumor cells and as modulators of inflammation. Mutations or loss of function of *Ntn1* or of netrin receptors result to be lethal in mice [32]. In our work, all four families of molecules and their pathways show gene expression alteration in the MPS II mouse model vs. the wt animal. Given the delicate and important involvement of these molecules in the nervous system development and in the subsequent maintenance of the correct axons directionality, it is not surprising that small changes in expression of these molecules may conduct to alterations of the normal organizational functions and neuronal plasticity, resulting in neurodegeneration. Therefore, the alterations of axon guidance in MPS II may justify the neurological impairment also in the developmental phases of the central and peripheral nervous systems. Furthermore, it is conceivable that the alterations of axon-guidance may compromise the potential replacement of damaged neurons and, at the same time, can hinder the formation of new interconnections between the existing neurons, limiting the regeneration of damaged brain tissue and favoring a process of neurodegeneration, limiting brain plasticity and compromising the learning process.

Moreover, it can be assumed that the alteration of calcium homeostasis may be involved not only in axonal transport but also in axon guidance, as it contributes to membrane depolarization. These processes are crucial also in neural development, as they allow the directioning of axons and the consequent formation of synaptic connections necessary for the proper functioning of the central and peripheral nervous systems.

### 3.4. Circadian Rhythm and Entrainment

The circadian clock in mammals is in the suprachiasmatic nucleus (SCN), a defined group of cells located in the hypothalamus. Alteration in the circadian rhythm was found in different LSDs. In MPS I, Jordan and colleagues demonstrated that the circadian cycle was abnormal in mice relative to heart rate, body temperature and activity [33]. In addition, in MPS III, the circadian production of melatonin seems to be altered, explaining the sleep disorders observed in children [34]. This was confirmed in MPS IIIB mice, where a significant increase in light phase activity was found [35], together with a direct effect of the disorder on the organization and function of the circadian clock in the SCN [36]. Alterations in 17 genes, known to be involved in circadian rhythm, were found also in the brain of MPS VII mouse [8]. Interestingly, Richardson and colleagues have highlighted in Niemann–Pick Type-C and Sandhoff disease that the accumulation of specific metabolites in LSDs may differentially contribute to circadian deregulation at the molecular and behavioral level [37].

Our group has previously shown that the circadian gene expression is altered in fibroblasts from MPS II patients with a direct involvement of the molecular clock machinery in the pathophysiology of cellular derangements [38].

In this study, we confirmed an up-regulation of the circadian rhythm genes in the M area of the MPS II mouse model, but also an alteration of the circadian entrainment and of the circadian Ca^2+^ rhythms.

### 3.5. Regulation of Actin Cytoskeleton

Failure in the control of cytoskeletal signaling can lead to a wrong connection between extracellular stimuli and cellular response. Rho GTPases family plays a key role in actin dynamics and, therefore, also in remodeling of spines and synapses, and their dysfunction lead to cognitive impairments [39].

Proteins linked to Rho GTPase family are also relevant for axon guidance, and aberration of the neuronal outgrowth was observed at the pre-symptomatic stage in the brain of CLN1 mouse model [31]. Cytoskeletal alterations have been observed also in Krabbe, Pompe and Niemann–Pick type C diseases [40,41,42] and in other adult-onset disorders of the nervous system, such as Charcot–Marie–Tooth, Alzheimer’s disease, Parkinson’s disease [26].

The impairment of cytoskeletal regulation found in the MPS II mouse model can therefore be linked to both the strong synaptic impairment and to the axon guidance alteration.

### 3.6. Wnt Signaling

Wnt proteins are implicated in several pathways and their receptor interaction result in a variety of intracellular responses. In the nervous system, Wnt regulates neurogenesis, synaptogenesis and angiogenesis and participates in axon regeneration, astrocyte and glial generation, myelination, blood-brain barrier integrity and inflammation [43].

A deficit in canonical Wnt pathway was also associated to impaired osteoblast differentiation and reduced bone mineralization in the *Gba1* zebrafish model (Gaucher Disease model) [44].

Some neurodegenerative diseases share the same Wnt/β-catenin and peroxisome proliferator-activated receptor (PPAR) γ profile, in which the canonical pathway is down-regulated while PPAR γ is up-regulated (Alzheimer’s disease, bipolar disorder and schizophrenia), other present the opposite gene expression (Parkinson’s disease, Huntington disease amyotrophic lateral sclerosis, multiple sclerosis and Friedreich ataxia) [45].

In this study, we identified an alteration of canonical and non-canonical Wnt signaling in Cx and M areas with a major implication of Wnt/Ca^2+^ pathway. Moreover, in the M area, a greater alteration of the transcriptional factor and of the downstream genes compared to cerebral cortex was detected. These alterations might lead to impairment of axon guidance and neuronal regeneration and plasticity.

### 3.7. Autophagy and CLEAR Network

Implication and importance of autophagy in the pathogenesis of LSDs was shown few years ago [46]. More recently, glycogenoses (Pompe and Danon diseases), multiple sulfatase deficiency (MSD), mucopolysaccharidoses (MPS IIIA, MPS VI), sphingolipidoses (NPC1, NPC2, GM1 gangliosidosis, Gaucher and Fabry disease), mucolipidoses (MLII, MLIII, MLIV) and ceroid lipofuscinoses (CLN10, CLN3) have all shown an impairment in this pathway [47].

A crucial process for the proper induction of autophagy is the coordination of the Atg proteins with other subcellular components, including cytoskeleton, secretory pathway and immunoproteins [48]. In the present study, *Atg* transcripts and other activators of autophagy (*Hif1a*, *Bnip3*, *Eif2a*, *Rragb*, *Camkk2*, and *Tsc2*) are altered in both brain areas examined, suggesting a possible dysregulation of autophagy also in MPS II.

Furthermore, autophagy is important for synaptic and neuronal plasticity as well as for their homeostasis, and dysfunctions of this pathway can be directly related to the onset of neurodegenerative diseases [49]. In fact, most of the protein aggregates associated to a late onset neurodegenerative condition are autophagic substrates [50]. Interestingly, among the data obtained in this RNA-seq study, α-synuclein (*Snca*) transcript, involved in the death of dopaminergic neurons and implicated in several neurodegenerative diseases as Alzheimer disease and Parkinson disease [51], is up-regulated in both Cx and M areas of the Ids-ko mice, supporting an hypothesis of similarity between LSDs and chronic neurodegenerative diseases, as previously proposed by others [52].

### 3.8. Immune and Inflammatory Systems

Lysosomes represent important components in immune cell processes, including autophagy, antigen processing and presentation on MHC, lysosomal degranulation (necessary for T-cell cytotoxicity) and mast cell inflammatory mediator secretion [53]. In fact, an alteration of immune system components has been described in different mouse models of LSDs, such as MPS I, MPS IIIA, MPS IIIB, MPS VII, Gaucher and Niemann–Pick C diseases, which show an increase of macrophage/monocyte functions, activation of resident microglia, astrogliosis, neuronal loss, infiltration of leucocytes, production of inflammatory cytokines [6,54,55,56].

The results obtained in the present study confirm the alteration of the same processes in the Ids-ko mouse brain. Interestingly, these processes seem to be activated only in Cx, remaining unchanged or in some cases impaired, respect to the wt animals, in M.

This different immune response of the two brain areas is also confirmed by the analysis of the 55 genes up-regulated in the Cx and down-regulated in the M area of the ko animal compared to wt. The functional annotation and the pathway analysis of these genes revealed an important enrichment in GO terms and pathways related to the immune system.

A possible explanation could be a difference between Cx and M tissues in immune cell infiltration from the periphery. In fact, this infiltration may be dependent on *Ccl3* (chemokine (C-C motif) ligand 3), as deletion of this chemokine results in a reduction in cellular infiltration, microglial/macrophage pathology, and neuronal apoptosis [53] and *Ccl3* is indeed up-regulated in Cx and down-regulated in M. In addition, *Cxcl12*, a potent chemotactic agent for T cells and monocytes, has the same expression profile.

The alterations in genes specific for T cell, B cell, complement, MHC and immunoglobulins suggest the participation of the adaptive immunity in MPS II pathology, according to the finding in MPS IIIB [57].

### 3.9. Oxidative Stress

Oxidative stress has been considered as possible pathogenetic mechanism in LSDs. However, the central role that it plays in integrating other cellular pathways suggests that in LSDs it is more likely activated as a secondary biochemical pathway, rather being a direct result of accumulation of the primary substrate [58]. In MPS I and MPS IIB mice, an up-regulation of NADPH oxidase complex components was observed, which is probably associated with microglia activation [53]. This is also related with an increased production of superoxide leading to protein, lipid and DNA oxidation. In MPS I, an up-regulation of antioxidative processes, mediated by superoxide dismutase and catalase, also occurs to counteract the oxidative stress and control the toxicity. The present study confirms the involvement of oxidative stress in the Ids-ko mouse cortex. This is consistent with our findings in astrocytes derived from Ids-ko neural stem cells and immunohistological studies in the Ids-ko mouse cortex [59]. The oxidative stress was also documented in MPS II patients [60,61]. The activation of anti-oxidant processes observed in MPS I seems to be absent in Ids-ko brain.

### 3.10. Mitochondria

Mitochondrial impairment is a common feature of LSDs and other neurodegenerative disorders, although the mechanism involved may vary among mitochondrial fragmentation, reduction in mitochondrial respiration and membrane potential, dysregulation of mitochondrial quality control pathways and accumulation of damaged mitochondria [62]. A recent review by Plotegher and Duchen [62] summarizes all the LSDs with some forms of mitochondrial dysfunction and underlines its importance in the pathogenesis of these disease. There can be several causes that lead to mitochondrial dysregulation: the lysosomal impairment that characterizes all LSDs, but also the oxidative stress, autophagy, calcium dyshomeostasis and the accumulation of proteins, such as those characterizing some neurodegenerative diseases (i.e., α-synuclein in Parkinson’s disease) [62].

In a previous study [59], our group found a spotted and disorganized distribution of mitochondria in Ids-ko mouse astrocytes and shorter mitochondrial chain length in MPS II fibroblasts, flanked by the presence of oxidative damage. In this work, we confirmed a mitochondrial dysregulation in the brain of the Ids-ko mouse model, identifying the main impairment at the level of all complexes of the respiratory chain.

### 3.11. Neurodegenerative Disorders

Lysosomal storage disorders and neurodegenerative diseases (Alzheimer’s, Parkinson’s and Huntington diseases) share many features related to the mechanisms that characterize the disease pathogenesis [63]. The first link between LSDs and Parkinson’s disease (PD) have been demonstrated a decade ago for Gaucher disease, and then extended to others, such as Niemann–Pick type I e II (NPC1, NPC2), GM1 and GM2 gangliosidosis, neuronal ceroid lipofuscinoses and Fabry disease [64]. In the last years, common alterations in different pathways have been highlighted, including impairment in the autophagy-lysosome pathway, in calcium homeostasis and oxidative stress, mitochondrial dysfunction and alterations of lipid metabolism [64]. A connection between Alzheimer’s (AD) and NPC1 diseases was also established; they are both characterized by accumulation of amyloid-β (Aβ) peptide and hyper-phosphorylation of tau, involvement of cholesterol and progressive neurodegeneration [65].

In this study, we have detected a possible link of MPS II with AD, PD and Huntington disease (HD). The up-regulation of α-synuclein (*Snca*), identified in both areas of the Ids-ko mouse, is very important as its peptides are a major component of amyloid plaques in the brains of patients with AD, while defects in *Snca* have been involved in the death of dopaminergic neurons in the pathogenesis of PD [63]. In the Ids-ko brains, we found differentially expressed genes involved in different stages of PD pathway, from proteasome dysfunction to mitochondrial impairment and oxidative stress. In the AD pathway, the up-regulation of *Snca* and the resulting accumulation of Aβ may activate caspases, facilitate tau hyper-phosphorylation, disrupting mitochondria function and triggering calcium dysfunction. In the HD pathway, we found differentially expressed genes in the vesicular transport and, above all, in the stages that involve glutamatergic synapses and their receptors (NMDAR), destabilizing Ca^2+^ signaling and leading to mitochondrial dysfunction.

Therefore, it is important to stress that, for MPS II, we also show a link with the late-onset neurodegenerative diseases not only with Alzheimer’s disease and Parkinson’s disease, for which the direct link with other LSDs has already been shown, but also with Huntington disease.

## 4. Materials and Methods

### 4.1. Mice

The C57BL/6 Ids knockout (Ids-ko) mouse, providing the model for MPS II, was a kind gift of J Muenzer (University of North Carolina, Chapel Hill, NC, USA); it was expanded in our animal house and previously characterized [3,4,5,59,66,67,68,69,70,71]. In the experiments here described, Ids-ko and wild-type (wt) mice were housed in light and temperature controlled conditions, with food and water provided ad libitum. All animal care and experimental procedures were conducted according to the national and international animal ethics guidelines. The protocol was approved by the Ethical Committee for Animal Experimentation (CEASA) of the University of Padova (Project Number: 06/2010, Date of approval: 8 February 2010).

### 4.2. Preparation of Brain Tissue Samples

The gene expression profiling by RNA-seq technology was performed in the brains of 7 Ids-ko mice 9 months old and 7 wild-type littermate controls.

Each brain was dissected in two macro-areas: Cx, corresponding to cerebral cortex (neocortex) and M, including the midbrain, the diencephalon (with hypothalamus, thalamus and striatum) and the hippocampus. The dissected areas were placed overnight at 4 °C in RNA later^®^ Tissue Collection (Thermo Fisher Scientific, Waltham, MA, USA) and stored at −80 °C until RNA extraction.

### 4.3. Total RNA Extraction and mRNA Purification

Total RNA was extracted following the standard TRIzol^®^ Reagent protocol (Thermo Fisher Scientific) and quantified using the NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific). Total RNA integrity was assessed by the RNA 6000 Nano Kit and Agilent Bioanalyzer 2100 (Agilent Biotechnologies, Santa Clara, CA, USA). Samples to be analyzed were prepared by pooling 70 µg total RNA for each sample.

mRNA was purified by using the Dynabeads^®^ mRNA Purification Kit (Thermo Fisher Scientific) according to the supplied protocol. The enrichment in mRNA was assessed by using the RNA 6000 Pico Kit and 2100 Bioanalyzer (Agilent Biotechnologies).

### 4.4. SOLiD Sequencing and Sequence Analysis

mRNA was treated and sequenced according to the SOLiD Whole Transcriptome Analysis Kit (Applied Biosystems, Foster City, CA, USA) manufacturers protocols. Briefly, mRNA was fragmented using RNase III and the ligation of the adaptor mix and reverse transcription were performed; libraries were size selected for fragments between 50 and 150 bp, amplified by emulsion PCR and purified using the Ambion flashPAGE Fractionator System, (Thermo Fisher Scientific).

The two areas of the Ids-ko (CxH and MH) and of the wild-type mice (CxWT and MWT) were simultaneously processed in a unique sequencing run by using the SOLiD™ 3 Plus System (Applied Biosystems).

### 4.5. Alignment and Identification of Differentially Expressed Genes

Data retrieved from sequencing have been processed for alignment, identification of differentially expressed genes (DEG) and functional analysis.

The reads obtained were subjected to quality control and aligned on the mouse genome (NCBI37/mm9 assembly) using PASS software (version 2.10; CRIBI Biotechnology Center, University of Padova, Padova, Italy) [72,73] with best-hit, two maximum mismatch and no gap as parameters. For each sample, the number of reads aligned on each gene was determined using a self-written script; only reads aligned to a single gene and only genes with a coverage higher than 50% of their length were taken into consideration.

For the identification of DEG, the following comparisons were considered: CxH vs. CxWT, MH vs. MWT, CxH vs. MH and CxWT vs. MWT; the R package DEGseq (version 1.18, Bioinformatics Division, Tsinghua University, Beijing, China) [74,75] was used with LTR (Likelihood Ration Test) as statistical method.

In each comparison, only genes meeting the following two conditions were considered as differentially expressed: *p*-value < 0.05 and |log2ratio| ≥ 0.7 where ratio is the ratio between the number of unique reads aligned to that gene in the two samples. In the text and in the supplementary figures, the fold change (FC) has also been reported; FC is equal to ratio or to its negative reciprocal for positive and negative values of ratio, respectively.

### 4.6. Gene Ontology and Pathway Analysis

To identify the processes and the biological components most affected by variations of gene expression in the Ids-ko samples compared to controls, the lists of DEG for each area were subjected to a functional enrichment analysis.

Gene Ontology (GO) analysis was performed by using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.8 (Laboratory of Human Retrovirology and Immunoinformatics (LHRI), Frederick, MD, USA) [10,76]. The Functional Annotation Tool with default settings was used; terms were considered significantly enriched for EASE score (modified Fisher exact *p*-value) ≤ 0.001.

Pathway analysis was conducted using the gene-list enrichment tool from KOBAS 3.0 (KEGG Orthology Based Annotation System) (Center for Bioinformatics, Peking University, Beijing, CHN) [11,77] considering as statistically significant pathways those with corrected *p*-value ≤ 0.001.

Kyoto Encyclopedia of Genes and Genomes (KEGG) [78] mapping tool [79] was used to visualize map pathways. The maps shown in Figure 7, Figure 8, Figure 9 and Figure 10 use the KEGG notation, as follows: rectangle = gene product, mostly protein but including RNA; little circle = other molecule, mostly chemical compound; black arrow = molecular interaction or activation; dashed black arrow = indirect effect; white arrow = link to another map; rounded rectangle with text = another map; ? = unknown gene. For a detailed description of KEGG notation, please visit http://www.genome.jp/kegg/document/help_pathway.html.

### 4.7. Data Deposition

All the raw read files were submitted to the GEO database (accession number: GSE95224).

## 5. Conclusions

We here presented a neuro-pathogenetic evaluation of Hunter Syndrome, performed by RNA-seq analysis in two brain areas, cerebral cortex (Cx) and midbrain/diencephalon/hippocampus (M), of the MPS II mouse model.

Cerebral cortex is involved in memory, attention, perception, awareness, thought, and consciousness, while midbrain, diencephalon and hippocampus are associated with vision, hearing, motor control, sleep/wake, arousal (alertness), and temperature regulation [16].

Some of these functions have been described as altered in MPS II patients [80], as well as in other neurological disorders, such as Alzheimer’s, Parkinson’s and Huntington diseases.

Converging lines of investigation have found potentially common pathogenetic mechanisms involved in several neurodegenerative diseases, such as neuroinflammation and unbalance of calcium homeostasis, that are in turn connected to mitochondrial dysfunction, oxidative stress, autophagy deficit and defects of the cytoskeleton in vesicular transport. This last may have detrimental implications on the release of neuropeptides in the synaptic cleft, on the transmission of nerve impulses and on axon guidance [17].

Differentially expressed genes here highlighted mostly showed similar variations in the two brain areas examined for all processes named above, except for neuroinflammation and circadian rhythm. As for neuroinflammation, an altered expression going on opposite directions was observed in the Cx and M areas; we speculate that this could be due to a different grade of leukocyte and monocyte infiltration from the periphery between the two areas. The circadian rhythm is altered only in the M area, likely because the circadian clock in mammals is in the suprachiasmatic nucleus, a defined group of cells located in the hypothalamus, included in the M area.

The RNA-seq analysis was here carried out for the first time on the brain of the MPS II mouse model and allowed us to confirm and expand the involvement of signaling pathways already suspected to be implicated in MPS II physiopathology, such as neuroinflammation, neurodegeneration and circadian rhythm [38,59,69]. This study also allowed to highlight the involvement of pathways so far poorly considered, such as axon guidance, synaptic transmission and Wnt signaling, in the pathogenesis of this disease. Among all these pathways, the Synapses and Neuroactive Ligand–Receptor Interaction pathways present the most up- and down-regulated genes, making us hypothesize that their alteration could play a key role in the neuro-pathophysiology of Hunter Syndrome.

All the involved mechanisms are probably connected to each other in complex relationships that could “feed themselves”, possibly leading to cell dysfunction and death. Deeper targeted analyses of the processes identified, in particular of the synaptic transmission, also investigating the protein changes and the downstream effects, may conduct to a better understanding of MPS II neuropathology.

Moreover, since many LSDs share common pathogenetic cascades, it is not surprising that the processes turned out to be altered in MPS II have already been somehow associated to other LSDs in previous studies, as described above and summarized in Table 2. Interestingly, there are processes that have never been investigated in some diseases, probably because most of the available data are obtained from targeted approaches aimed to evaluate only specific aspects of the pathophysiology. In this context, our results could provide an interesting starting point for further, more targeted studies in other LSDs.

Finally, present evaluations might be useful in the analysis of other, more common neurological diseases sharing the same or part of the pathogenetic pathways, and also to possibly identify common therapeutic strategies.

## Figures and Tables

**Figure 1:**
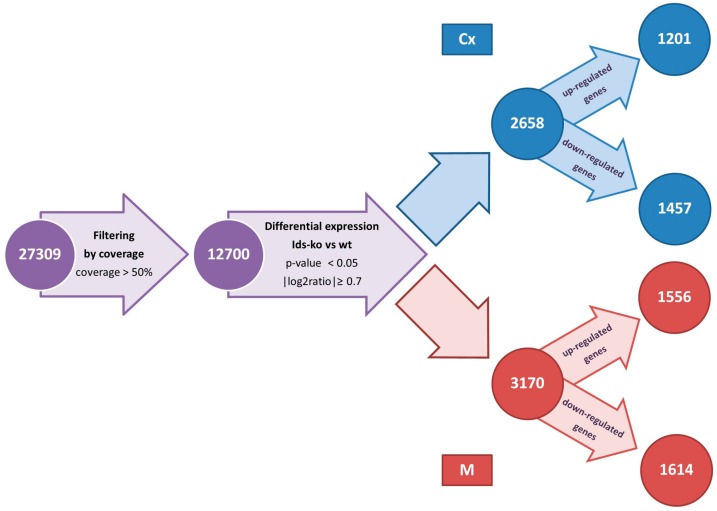
Flowchart showing the filtering process allowing identification of differentially expressed genes (DEG) in the comparison of Ids knock-out vs wild type mice for each brain area analyzed. Number of genes obtained in each step are reported in the circles. Cx = cerebral cortex; M = midbrain/diencephalon/hippocampus.

**Figure 2:**
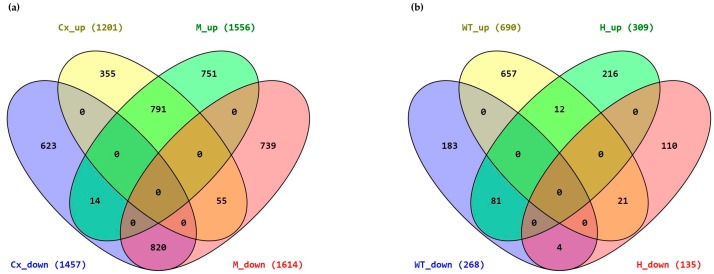
Venn diagrams of differentially expressed genes (DEG). (**a**) DEG for the comparisons of Ids knock-out (H) vs wild type (WT) mice in each area: CxH vs CxWT and MH vs MWT. The number of genes upregulated (Cx_up) and downregulated (Cx_down) for the comparison CxH vs CxWT, and upregulated (M_up) and downregulated (M_down) for the comparison MH vs MWT are reported in brackets ; (**b**) DEG for the comparison of cerebral cortex (Cx) vs midbrain/diencephalon/hippocampus (M) areas in each animal: CxWT vs MWT and CxH vs MH. The number of genes upregulated (WT_up) and downregulated (WT_down) for the comparison CxWT vs MWT, and upregulated (H_up) and downregulated (H_down) for the comparison CxH vs MH are reported in brackets. CxH = cerebral cortex from Ids knock-out mice; MH = midbrain/diencephalon/hippocampus from Ids knock-out mice; CxWT = cerebral cortex from wild type mice; MWT = midbrain/diencephalon/hippocampus from wild type mice.

**Figure 3:**
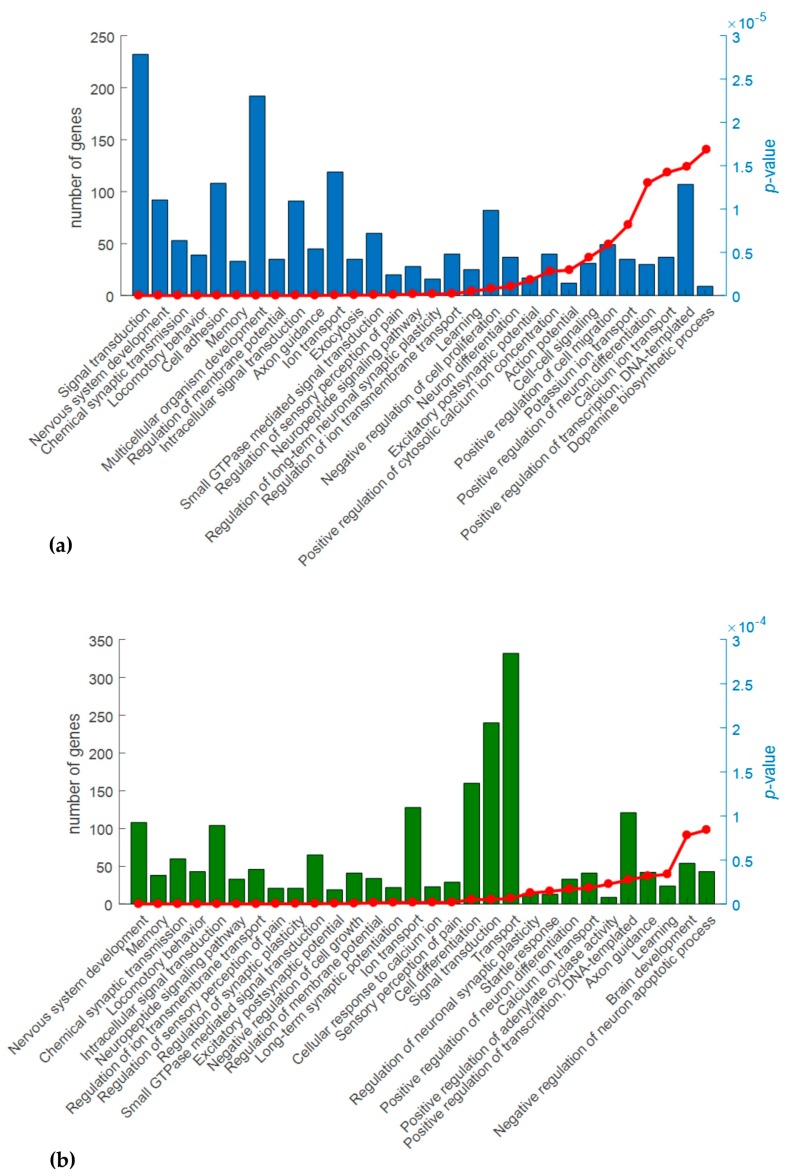
Analysis of Gene Ontology (GO) (Biological Process domain) of the differentially expressed genes (DEG) for the comparisons Ids knock out vs wild type mice in cerebral cortex (**a**) and midbrain/diencephalon/hippocampus (**b**). The graphs show for the top 30 over-represented GO terms (*X*-axis), the number of DEG included in each term (histogram bars, left *Y*-axis) and the *p*-values (red line, right *Y*-axis). *p*-Value ≤ 0.001.

**Figure 4:**
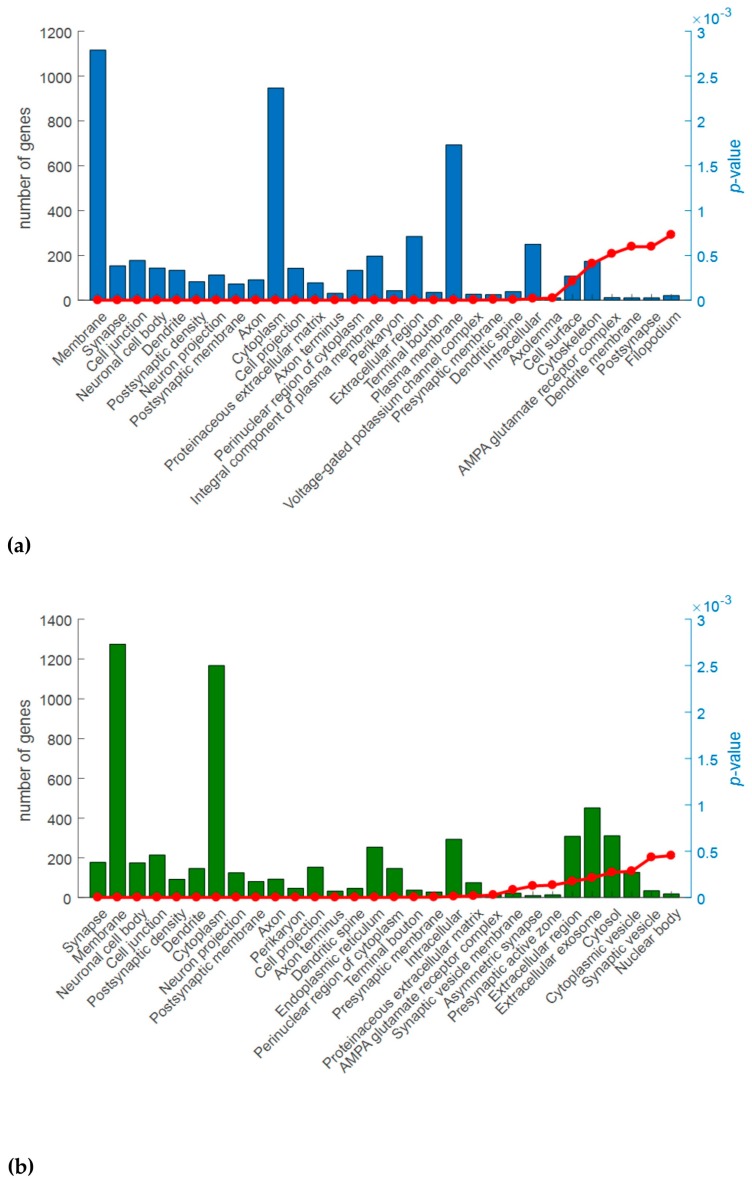
Analysis of Gene Ontology (GO) (Cellular Component domain) of the differentially expressed genes (DEG) for the comparisons Ids knock out vs wild type mice in cerebral cortex (**a**) and midbrain/diencephalon/hippocampus (**b**). The graphs show for the top 30 over-represented GO terms (*X*-axis), the number of DEG included in each term (histogram bars, left *Y*-axis) and the *p*-values (red line, right *Y*-axis). *p*-Value ≤ 0.001.

**Figure 5:**
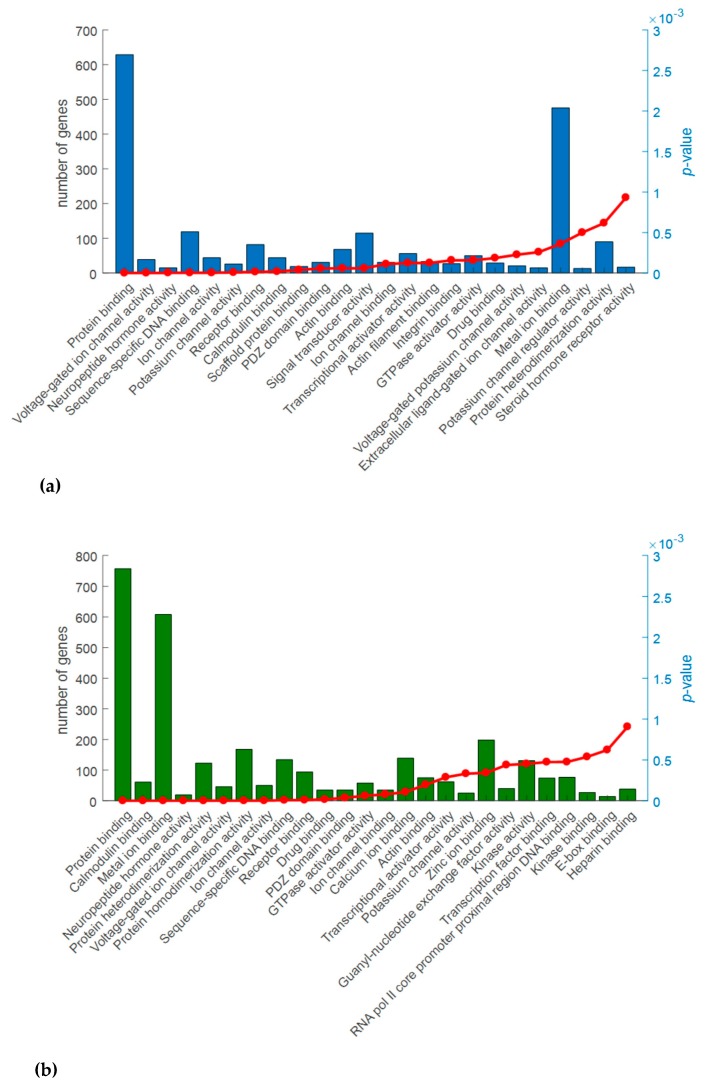
Analysis of Gene Ontology (GO) (Molecular Function domain) of the differentially expressed genes (DEG) for the comparisons Ids knock out vs wild type mice in cerebral cortex (**a**) and midbrain/diencephalon/hippocampus (**b**). The graphs show for each GO terms (*X*-axis), the number of DEG included in each term (histogram bars, left *Y*-axis) and the *p*-values (red line, right *Y*-axis). *p*-Value ≤ 0.001.

**Figure 6:**
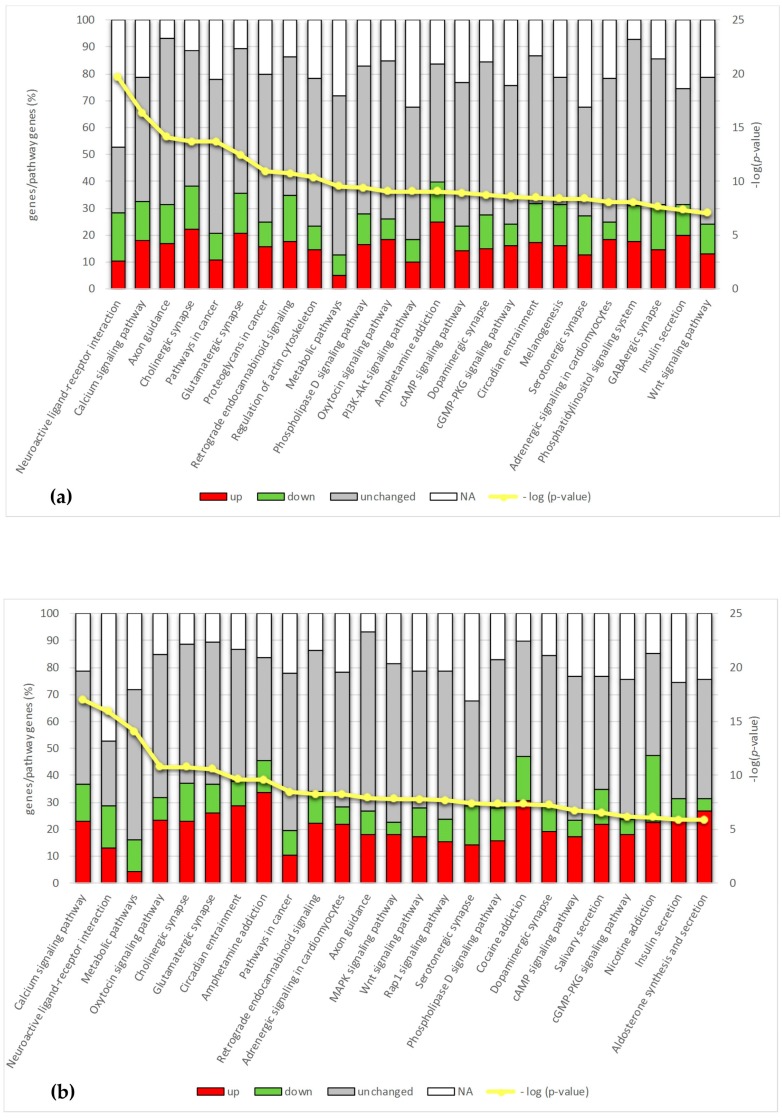
Pathways analysis by KEGG Orthology Based Annotation System. The top 25 most represented pathways in cerebral cortex (Cx) (**a**) and midbrain/diencephalon/hippocampus (M) (**b**). The bars include the following classes: up-regulated (red), down-regulated (green), unchanged (grey) and not available (white) genes. Data are expressed as percentage of genes present in the RNA-seq analysis vs. the total genes present in the pathway list: in Cx (**a**); and in M (**b**). The yellow line represents *p*-values (right *Y*-axis) (−log(*p*-value) ≥ 3 that corresponds to the *p*-value ≤ 0.001).

**Figure 7:**
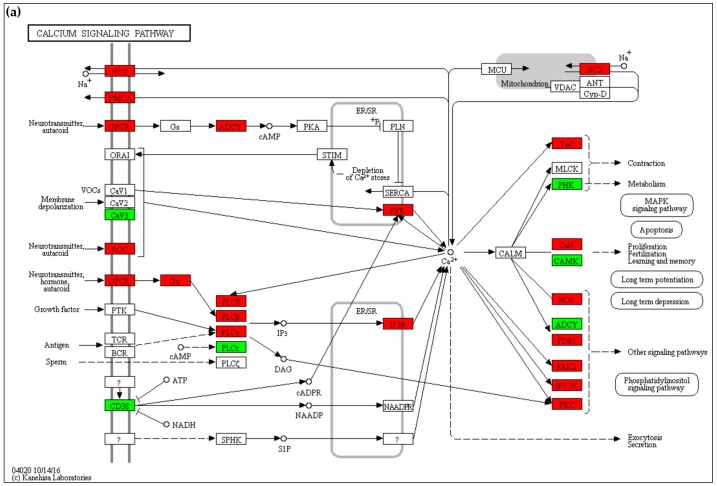

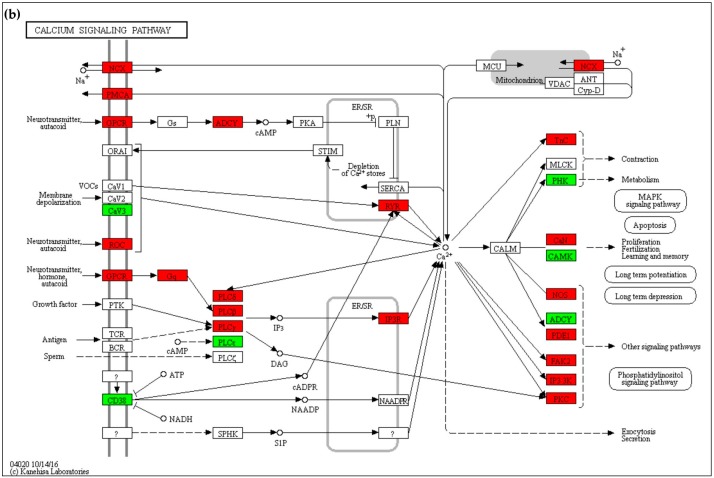
Calcium signaling maps (KEGG—mmu04020): up-regulated (red) and down-regulated (green) genes in the comparison Ids knock-out vs wild type mice in cerebral cortex (Cx) (**a**) and midbrain/diencephalon/hippocampus (M) (**b**) are shown. Genes are considered differentially expressed for |log2ratio| ≥ 0.7 and *p*-value < 0.05. ER/SR endoplasmic/sarcoplasmic reticulum; black arrow = molecular interaction or activation; dashed black arrow = indirect effect; ? = Unknown gene. For a description of the graphical notation, see Materials and Methods section.

**Figure 8:**
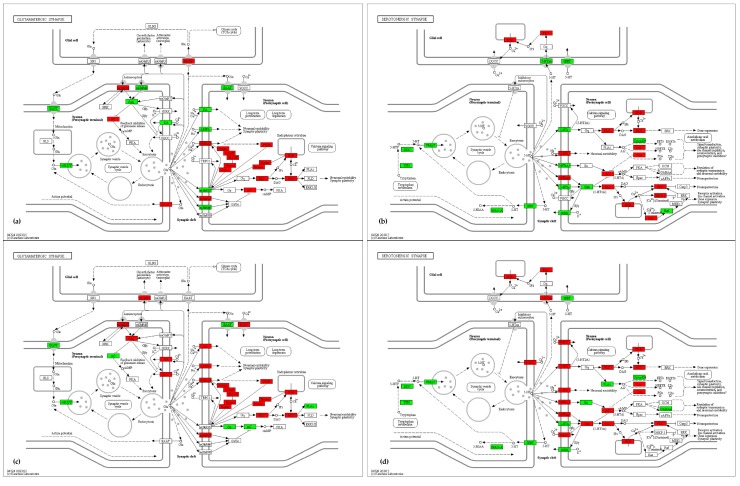
Glutamatergic and serotonergic synapses signaling maps (KEGG—mmu04724, mmu04726):up-regulated (red) and down-regulated (green) genes in the comparison Ids knock-out vs wild type mice in cerebral cortex (Cx) (**a**) and midbrain/diencephalon/hippocampus (M) (**b**) are shown. Genes are considered differentially expressed for |log2ratio| ≥ 0.7 and *p*-value < 0.05. Black arrow = molecular interaction or activation; dashed black arrow = indirect effect; white arrow = link to another map. For a description of the graphical notation, see Materials and Methods section.

**Figure 9:**
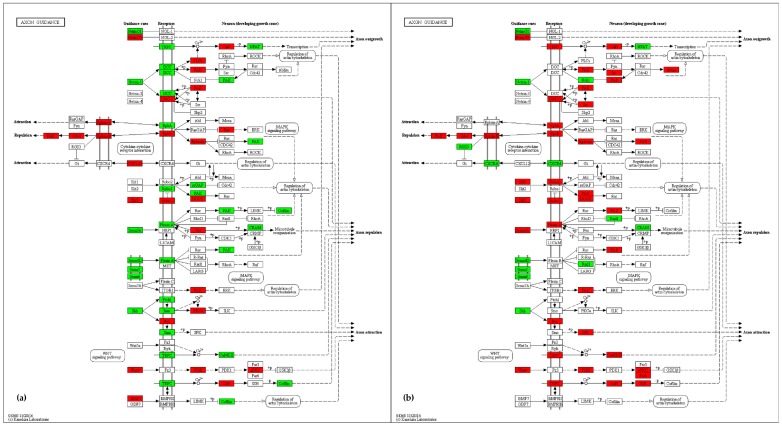
Axon guidance pathway maps (KEGG—mmu04360): up-regulated (red) and down-regulated (green) genes in the comparison Ids knock-out vs wild type mice in cerebral cortex (Cx) (**a**) and midbrain/diencephalon/hippocampus (M) (**b**) are shown. Genes are considered differentially expressed for |log2ratio| ≥ 0.7 and *p*-value < 0.05. Black arrow = molecular interaction or activation; dashed black arrow = indirect effect; white arrow = link to another map. For a description of the graphical notation, see Materials and Methods section.

**Figure 10:**
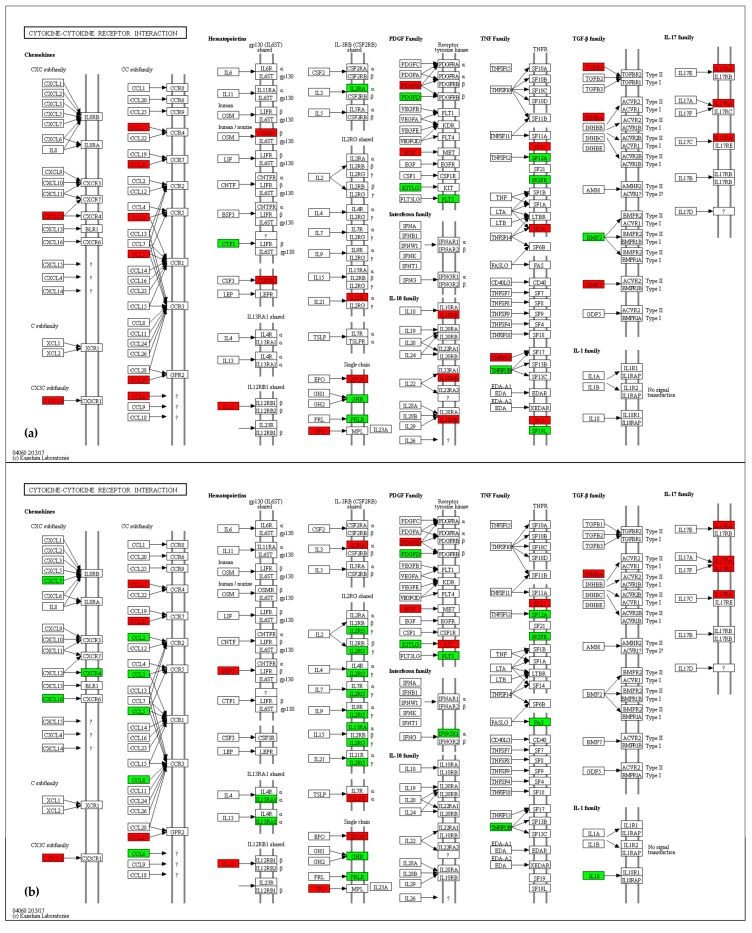
Cytokine-cytokine receptor interaction pathway maps (KEGG—mmu04060): up-regulated (red) and down-regulated (green) genes in the comparison Ids knock-out vs. wild type mice in cerebral cortex (Cx) (**a**) and midbrain/diencephalon/hippocampus (M) (**b**) are shown. Genes are considered differentially expressed for |log2ratio| ≥ 0.7 and *p*-value < 0.05. Black arrow = molecular interaction or activation; ? = unknown gene. For a description of the graphical notation, see Materials and Methods section.

**Table 1:** Reads sequencing and preprocessing.

Sample ID	Number of Raw Reads	Number of Pcq Reads	Pcq Reads/Raw Reads (%)	Number of Aligned Pcq Reads	Aligned Reads/Pcq Reads (%)
CxH	98,434,960	56,388,301	57.28	38,502,647	68.28
MH	98,716,308	56,155,432	56.89	37,363,194	66.54
CxWT	88,183,367	52,388,424	59.41	33,617,996	64.17
MWT	87,079,859	45,727,298	52.51	28,945,731	63.30

pcq = Passed check quality; CxH = cerebral cortex from Ids knock-out mice; MH = midbrain/diencephalon/hippocampus from Ids knock-out mice; CxWT = cerebral cortex from wild type mice; MWT = midbrain/diencephalon/hippocampus from wild type mice.

**Table 2:** Pathways identified as altered in the present study with the indication of other lysosomal storage disorders (LSDs) in which the same alterations were found. Only pathologies mentioned in this study are reported with relative references.

Pathway	MPS I	MPS III	MPS VII	ML IV	MSD	GM1	GM2	GAUCHER	KRABBE	FABRY	POMPE	NCL/CLN	NPC	OTHER LSDs
Calcium signaling				[19]			[20]	[22]					[19,21]	CHS [19]
Synapse and neuroactive ligand–receptor interaction		[28]											[27]	Sphingolipidosis [25,26]
Axon Guidance			[8]									[31]		Batten [30]
Circadian rhythm and entrainment	[33]	[34,35,36]	[8]				[37]						[37]	
Regulation of actin cytoskeleton									[41]		[42]	[31]	[40]	
Wnt Signaling								[44]						
Autophagy and CLEAR network		[47]		[47]	[47]	[47]		[47]		[47]	[47]		[47]	Danon, ML II, ML III, MPS VI [47]
Immune and inflammatory system	[6,53,55]	[6,53,54,55,57]	[53]				[56]	[56]					[56]	
Oxidative stress	[53]	[53]												
Mitochondria		[62]		[62]	[62]	[62]	[62]	[62]	[62]		[62]	[62]	[62]	MPS IV [62]
Neurodegenerative disorders						[64]	[64]	[64]		[64]		[64]	[64,65]	

Mucopolysaccharidosis = MPS; multiple sulfatase deficiency = MSD; mucolipidosis = ML; GM1 gangliosidosis = GM1; GM2 gangliosidosis = GM2; neuronal ceroid lipofuscinosis = NCL or CLN; Niemann–Pick type C = NPC; Chediak–Higashi syndrome = CHS.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/5/1072/s1.

How the deposited data were processed for this re-analysis (not part of the article)

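RNA was sequenced from pools of 7 mice of each of the genotypes Ids-ko and wt, in the areas Cx (cerebral cortex) and M (midbrain, diencephalon and hippocampus), with 1 library for each of the 4 conditions CxH, CxWT, MH and MWT. The authors sequenced them on a SOLiD 3 Plus instrument, removed reads of low quality and aligned the rest to the NCBI37/mm9 genome with PASS 2.10, taking the best hit with at most 2 mismatches and no gap. From reads aligned to a single gene and genes covered over more than 50% of their length, the authors made the deposited counts, which are reads per gene. The paper does not state which gene annotation was used.

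Gene symbols were matched to GENCODE vM1, for 12425 genes, from which positions, GC content and transcript length were taken. Library totals were the aligned reads of Table 1, 38502647, 33617996, 37363194 and 28945731 for CxH, CxWT, MH and MWT, and RPM are counts scaled by these totals. A count of 0 was set to 1 for the ratio only. Every gene of the table was tested with a likelihood ratio test on Poisson counts, and called at a p-value under 0.05 and a log2 ratio of at least 0.7 in size, the test and thresholds of the authors. The 4 comparisons of the paper and the other 2 pairs of libraries were run. With 1 library per condition, neither variation between pools nor a difference between comparisons could be tested.

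Reads on genes numbered 23475080, 20266394, 22057807 and 16380080. Standard errors and the exact Clopper-Pearson intervals cover counting error. Genes were chosen for naming if the Results of the paper name them, with Ids, the genes of marker lists, and in each comparison of the paper the 5 highest and 5 lowest ratios among called genes with at least 100 reads in either library. The genes of any reported set of 5 or fewer were chosen as well. A few of the chosen genes are left out of the text, though all entered the counts and medians. Marker lists were written down before the counts were read but after reading the supplementary tables of the paper, which show some of their members. The gene lists of Tables S4, S5 and S6 were looked up among the calls, and each list of Table S6 and each marker list was set against 10000 random lists matched on mean expression.

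Alternatives were the column totals of the counts, TMM factors and DESeq2 size factors as scaling, filters on reads, a log2 threshold of 1, Benjamini-Hochberg adjusted p-values, an exact test with an assumed biological coefficient of variation of 0.1 or 0.2, 0.5 added to every count, and, chosen after the data were seen, a correction of the log2 ratios for GC content and length of the longest protein-coding transcript, fitted over genes with at least 100 reads in every library. Copies of Ids elsewhere in the genome were searched with BLAST 2.17.0. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

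The steps were tested on simulated data in which 200 genes were changed. With counting error only, 200 were called in the right direction and 14 of 12500 unchanged genes were called. With a variation of 0.2 between pools these numbers were 182 and 1279, and with 0.1 they were 194 and 65. A simulated GC trend gave 193 and 41, and after the correction 200 and 24. Of 100 unchanged lists, 8 lay outside the central 95% of random lists.

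Raw reads were not used here, and enrichment of terms and pathways was not recomputed because the full gene sets of terms and pathways were not used here. Terms of Tables S4 and S5 whose genes are not listed in full, and Table S6k, were left out because their members could not be looked up.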

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

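The tests given here were chosen after the result was seen, except the search for copies of Ids in the genome, which was written down before the search was run. Ids, the gene disrupted in Ids-ko mice, stands out because its ratio runs in opposite directions in the areas: the log2 ratio was -1.39 in Cx (CxH vs. CxWT) and 1.24 in M (MH vs. MWT). The difference was not tested. Under 4 scalings the lowest ratio in M was 1.18, so library size does not account for it, and after the GC and length correction it was 1.55. Stretches of 50 bases found elsewhere in the genome with at most 2 mismatches covered 4.31% of the 5102 exonic bases of Ids, while 57.8% of the reads in MH would have to come from copies. Library size and GC content are therefore ruled out as its source. With reads spread evenly over the exons, copies would fall short of that share. Reads along the gene were not examined, so copies are not ruled out. A mislabelled sample remains as a candidate explanation, under which the activated microglia list would change sign between the areas as Ids does, and it was -1.06. A higher level of transcript from the disrupted allele in M could also give the direction. By the labels, wt mice would then also have less Ids in M than in Cx, with a log2 ratio of 1.19 in CxWT vs. MWT. The ratio of Ids between MH and CxWT, 0.058, cannot decide between these explanations, so the pattern cannot be told apart from a mislabelled sample.

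The activated microglia list stands out for the same reason, with a median log2 ratio of 1.26 in Cx and -1.06 in M. The difference was not tested. The GC and length correction left -0.87 in M, outside the central 95% of random lists. Blood left in the tissue would raise red blood cell genes along with the list, but the red blood cell list had -0.64 in CxH vs. CxWT. A mislabelled sample may explain it, as Ids changes sign in the same way, with 1.24 in M. Ids and the list each serve here as the test of the other, and both had been seen, so neither tests mislabelling independently. An opposite response of microglia in the areas would, by the labels, start from wt mice in which the list already stood higher in M than in Cx, with -1.09 in CxWT vs. MWT. The list was 0.25 in CxH vs. MWT and 0.071 in MH vs. CxWT, within the central 95% of random lists. The midbrain list was -4.72 in MH vs. MWT, so MH and MWT differ in area markers as well, and the pattern cannot be told apart from a mislabelled sample.

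Counts of called genes in pairs of libraries are given because the paper does not compare these pairs, which differ in both area and genotype by their labels. CxH vs. MWT had 3895 called genes and MH vs. CxWT 1943. The difference was not tested. GC content correlated with the ratios at 0.685 and 0.164 (Spearman, across genes), and the GC and length correction took the median size of the log2 ratio from 0.438 to 0.252 in CxH vs. MWT and from 0.251 to 0.238 in MH vs. CxWT. A GC bias may therefore be a part of the difference. No other explanation of it was tested.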

How the results depend on the processing

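The GC and length correction was the only alternative chosen after the data were seen, and the others were set before the data were examined. A filter on at least 1 read removed genes that are never called and left 12692, and each other scaling adds the same shift to every gene of a pair, so neither could show that single ratios are stable. The shifts over 0.1 were 0.11 with TMM and 0.11 with DESeq2 in MH vs. CxWT, and -0.11 with column totals in CxH vs. MWT.

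The share of up-regulated genes among those called moved by over 10 points in several comparisons. In CxH vs. MH it went from 69.6% to 58.4% with column totals, and in CxWT vs. MWT from 72.0% to 55.2%. In CxH vs. CxWT it went from 45.2% to 56.0% with TMM and 55.4% with DESeq2 factors.

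Of 648 log2 ratios of 326 genes, 630 kept call and sign with column totals, 609 with TMM, 611 with DESeq2 factors and 557 with the exact test at an assumed variation of 0.2. Calls were lost for 7, 24, 23 and 91 of them and gained for 7, 9, 8 and 0. With 0.5 added to every count all 648 kept both. With the GC and length correction 496 of 644 did, 92 lost their call, 23 gained one and 33 changed sign. Of 984 counts of called genes in gene families over all settings, 877 were within a factor of 1.5 and 107 were not. In the comparisons of the paper no gene called with the settings of the authors was called the opposite way by any alternative. With the correction, 1798 of the 2658 genes called in Cx and 1800 of the 3170 in M were the same genes.

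Medians of gene families changed sign with TMM and DESeq2 factors for Adra and Slc in M and Ntn, Sema, Uqcr, Atp5 and Atp6 in Cx, and with column totals for Scn, Ntn and Cox in M and Nduf in Cx.

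With the column totals of the counts as scaling, the values that follow moved, as this scaling adds to every log2 ratio a shift of -0.016 in CxH vs. CxWT, -0.061 in MH vs. MWT, -0.046 in CxH vs. MH, -0.091 in CxWT vs. MWT, -0.11 in CxH vs. MWT and 0.030 in MH vs. CxWT. Genes up in both genotypes in Cx vs. M went from 12 to 6 and genes down in both genotypes in Cx vs. M from 4 to 8. Gata2 in MH vs. MWT moved from 0.035 to -0.026, Kdm5d in MH vs. MWT from 0.056 to -0.0056, Ncf1 in MH vs. MWT from 0.034 to -0.027 and Ryr3 in MH vs. MWT from 0.015 to -0.047. Within a factor of 1.5 stayed 14 of 16 counts of called genes and 20 of 20 list counts.

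With TMM factors, the values that follow moved, as this scaling adds to every log2 ratio a shift of 0.093 in CxH vs. CxWT, 0.059 in MH vs. MWT, -0.014 in CxH vs. MH, -0.049 in CxWT vs. MWT, 0.044 in CxH vs. MWT and 0.11 in MH vs. CxWT. Median size of the log2 ratio in CxH vs. CxWT moved from 0.324 to 0.311 and median size of the log2 ratio in MH vs. CxWT from 0.251 to 0.231. Midbrain and diencephalon list in CxH vs. MH changed from 0.0014 to -0.013. Atp6v1f in CxH vs. CxWT shifted from -0.079 to 0.015, Axin1 in MH vs. MWT from -0.057 to 0.0015, Cox5a in CxH vs. CxWT from -0.081 to 0.012, Ndufb5 in CxH vs. CxWT from -0.079 to 0.014, Pak4 in CxH vs. CxWT from -0.065 to 0.029 and Uqcrfs1 in CxH vs. CxWT from -0.0092 to 0.084. The factor of 1.5 held 16 of 16 counts of called genes and 20 of 20 list counts.

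With DESeq2 size factors, the values that follow moved, as this scaling adds to every log2 ratio a shift of 0.087 in CxH vs. CxWT, 0.060 in MH vs. MWT, -0.022 in CxH vs. MH, -0.049 in CxWT vs. MWT, 0.038 in CxH vs. MWT and 0.11 in MH vs. CxWT. Atp6v1f in CxH vs. CxWT changed from -0.079 to 0.0085, Axin1 in MH vs. MWT from -0.057 to 0.0028, Cox5a in CxH vs. CxWT from -0.081 to 0.0061, Ndufb5 in CxH vs. CxWT from -0.079 to 0.0081, Pak4 in CxH vs. CxWT from -0.065 to 0.022 and Uqcrfs1 in CxH vs. CxWT from -0.0092 to 0.078. Counts within a factor of 1.5 numbered 16 of 16 for called genes and 20 of 20 for lists.

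Among genes with at least 10 reads in every library, the values that follow moved. Counts of called genes fell because genes under this limit were left out. All 409 genes then called in CxH vs. MH and all 918 in CxWT vs. MWT were called without the filter. The cause of the other moves was not tested. Genes down in both genotypes in Cx vs. M shifted from 4 to 2. Correlation of Cx vs. M log2 ratios between genotypes passed from 0.0372 to -0.0543. Median size of the log2 ratio in CxH vs. CxWT went from 0.324 to 0.343, median size of the log2 ratio in MH vs. MWT from 0.371 to 0.394, median size of the log2 ratio in CxH vs. MH from 0.192 to 0.201, median size of the log2 ratio in CxWT vs. MWT from 0.226 to 0.237, median size of the log2 ratio in CxH vs. MWT from 0.438 to 0.461 and median size of the log2 ratio in MH vs. CxWT from 0.251 to 0.269. Within a factor of 1.5 stayed 15 of 16 counts of called genes and 20 of 20 list counts.

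Among genes with at least 100 reads in 1 or more libraries, the values that follow moved because called genes under this limit were left out. All 2430 genes then called in CxH vs. CxWT and all 2912 in MH vs. MWT were called without the filter. So were all 338 in CxH vs. MH and all 828 in CxWT vs. MWT. Genes down in Cx and up in M in Ids-ko vs. wt passed from 14 to 7 and genes down in both genotypes in Cx vs. M from 4 to 2. The factor of 1.5 held 14 of 16 counts of called genes and 20 of 20 list counts.

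Among genes with at least 1000 reads in every library, the values that follow moved, and the cause was not tested. Correlation of Ids-ko vs. wt log2 ratios between areas went from 0.733 to 0.764 and correlation of Cx vs. M log2 ratios between genotypes from 0.0372 to 0.107. Median size of the log2 ratio in CxH vs. CxWT moved from 0.324 to 0.310, median size of the log2 ratio in MH vs. MWT from 0.371 to 0.347, median size of the log2 ratio in CxH vs. MH from 0.192 to 0.173, median size of the log2 ratio in CxWT vs. MWT from 0.226 to 0.198 and median size of the log2 ratio in CxH vs. MWT from 0.438 to 0.415.

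With list genes of at least 100 reads summed over the 4 libraries, the values that follow moved, and the cause was not tested. Midbrain and diencephalon list in CxH vs. MH moved from 0.0014 to -0.021.

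With a log2 threshold of 1, the values that follow moved, and the cause was not tested. Genes up in CxH vs. CxWT changed from 1201 to 691, genes down in CxH vs. CxWT from 1457 to 710, genes up in MH vs. MWT from 1556 to 869, genes down in MH vs. MWT from 1614 to 773, genes up in CxH vs. MH from 309 to 109 and genes down in CxH vs. MH from 135 to 34. Genes up in CxWT vs. MWT shifted from 690 to 194 and genes down in CxWT vs. MWT from 268 to 101. Genes up in both areas in Ids-ko vs. wt passed from 791 to 471, genes down in both areas in Ids-ko vs. wt from 820 to 417, genes up in Cx and down in M in Ids-ko vs. wt from 55 to 31, genes down in Cx and up in M in Ids-ko vs. wt from 14 to 6, genes up in both genotypes in Cx vs. M from 12 to 1 and genes down in both genotypes in Cx vs. M from 4 to 1. Genes up in Ids-ko and down in wt in Cx vs. M went from 81 to 38 and genes down in Ids-ko and up in wt in Cx vs. M from 21 to 6. Calls of calcium signaling list in CxH vs. CxWT moved to 67, calcium signaling list in MH vs. MWT to 74, synapses and neuroactive ligand-receptor interaction list in MH vs. MWT to 102, axon guidance list in CxH vs. CxWT to 37, axon guidance list in MH vs. MWT to 36 and circadian rhythm and entrainment list in CxH vs. CxWT to 18. Calls of circadian rhythm and entrainment list in MH vs. MWT changed to 27, regulation of actin cytoskeleton list in CxH vs. CxWT to 27, Wnt signaling list in CxH vs. CxWT to 22, Wnt signaling list in MH vs. MWT to 25, autophagy and CLEAR network list in CxH vs. CxWT to 10 and autophagy and CLEAR network list in MH vs. MWT to 13. Calls of immune response list in CxH vs. CxWT shifted to 63, oxidative damage list in CxH vs. CxWT to 10, mitochondria and oxidative phosphorylation list in CxH vs. CxWT to 1 and mitochondria and oxidative phosphorylation list in MH vs. MWT to 8. The factor of 1.5 held 0 of 16 counts of called genes and 4 of 20 list counts.

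With Benjamini-Hochberg adjusted p-values, the values that follow moved because calls that missed the adjusted threshold were lost. All 430 genes then called in CxH vs. MH and all 947 in CxWT vs. MWT were called without adjustment. Genes down in both genotypes in Cx vs. M shifted from 4 to 2. Counts within a factor of 1.5 numbered 15 of 16 for called genes and 20 of 20 for lists.

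With the exact test at an assumed variation of 0.1, the values that follow moved, and the cause was not tested. Genes down in both genotypes in Cx vs. M passed from 4 to 2. Within a factor of 1.5 stayed 15 of 16 counts of called genes and 20 of 20 list counts.

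With the exact test at an assumed variation of 0.2, the values that follow moved, and the cause was not tested. Genes up in CxH vs. MH went from 309 to 151, genes down in CxH vs. MH from 135 to 40, genes up in CxWT vs. MWT from 690 to 359 and genes down in CxWT vs. MWT from 268 to 128. Genes up in Cx and down in M in Ids-ko vs. wt moved from 55 to 30, genes down in Cx and up in M in Ids-ko vs. wt from 14 to 6, genes up in both genotypes in Cx vs. M from 12 to 0, genes down in both genotypes in Cx vs. M from 4 to 1, genes up in Ids-ko and down in wt in Cx vs. M from 81 to 48 and genes down in Ids-ko and up in wt in Cx vs. M from 21 to 4. Calls of circadian rhythm and entrainment list in CxH vs. CxWT changed to 26, autophagy and CLEAR network list in CxH vs. CxWT to 13, mitochondria and oxidative phosphorylation list in CxH vs. CxWT to 2 and mitochondria and oxidative phosphorylation list in MH vs. MWT to 13. The factor of 1.5 held 6 of 16 counts of called genes and 16 of 20 list counts.

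With the GC and length correction, chosen after the data were seen, the values that follow moved, and the cause was not tested. Genes up in CxH vs. MH moved from 309 to 181, genes up in CxWT vs. MWT from 690 to 252 and genes down in CxWT vs. MWT from 268 to 153. Genes up in both genotypes in Cx vs. M changed from 12 to 3 and genes down in both genotypes in Cx vs. M from 4 to 2. Calls of autophagy and CLEAR network list in CxH vs. CxWT shifted to 13, autophagy and CLEAR network list in MH vs. MWT to 15 and mitochondria and oxidative phosphorylation list in MH vs. MWT to 14. Correlation of Ids-ko vs. wt log2 ratios between areas passed from 0.733 to 0.712 and correlation of Cx vs. M log2 ratios between genotypes from 0.0372 to -0.412. Median size of the log2 ratio in CxH vs. CxWT went from 0.324 to 0.262, median size of the log2 ratio in MH vs. MWT from 0.371 to 0.276, median size of the log2 ratio in CxH vs. MH from 0.192 to 0.141, median size of the log2 ratio in CxWT vs. MWT from 0.226 to 0.155, median size of the log2 ratio in CxH vs. MWT from 0.438 to 0.252 and median size of the log2 ratio in MH vs. CxWT from 0.251 to 0.238. Midbrain and diencephalon list in CxH vs. MH moved from 0.0014 to -0.13, hippocampus (dentate gyrus) list in CxH vs. CxWT from -0.42 to -0.79, striatum list in CxWT vs. MWT from 0.11 to -0.041, oligodendrocyte list in CxH vs. MH from -0.076 to -0.13, red blood cell list in CxH vs. CxWT from -0.64 to -0.85 and red blood cell list in MH vs. MWT from 0.90 to 0.91. Y chromosome list in CxH vs. CxWT changed from -0.64 to -0.23, Y chromosome list in MH vs. MWT from -0.21 to 0.10, Y chromosome list in CxH vs. MH from -0.48 to -0.19 and Y chromosome list in CxWT vs. MWT from -0.077 to 0.15. Ids in CxH vs. MWT shifted from -0.20 to 0.38, Aldh1l1 in MH vs. MWT from 0.22 to -0.049, Asah1 in CxH vs. CxWT from -0.24 to 0.044, Atg2a in CxH vs. CxWT from 0.045 to -0.30, Atg2a in MH vs. MWT from 0.71 to -0.048 and Axin2 in CxH vs. CxWT from 0.079 to -0.092. Bnip3 in CxH vs. CxWT passed from -0.27 to 0.093, Cat in MH vs. MWT from -0.091 to 0.088, Cox7a1 in CxH vs. CxWT from 0.20 to -0.10, Dvl1 in CxH vs. CxWT from 0.25 to -0.084, Dvl1 in MH vs. MWT from 0.49 to -0.15 and Dvl2 in MH vs. MWT from 0.20 to -0.30. Dvl3 in MH vs. MWT went from 0.52 to -0.043, Edn1 in CxH vs. CxWT from -0.10 to 0.047, Eif2a in CxH vs. CxWT from -0.14 to 0.14, Gata2 in MH vs. MWT from 0.035 to -0.33, Hmgb1 in CxH vs. CxWT from -0.27 to 0.16 and Itgb4 in MH vs. MWT from 0.17 to -0.58. Lrp5 in MH vs. MWT moved from 0.065 to -0.54, Mapk8 in CxH vs. CxWT from -0.37 to 0.040, Mapk8 in MH vs. MWT from -0.11 to 0.20, Nae1 in MH vs. MWT from -0.58 to 0.029, Ncf1 in MH vs. MWT from 0.034 to -0.057 and Ndufv2 in CxH vs. CxWT from -0.20 to 0.12. Rhoa in MH vs. MWT changed from -0.10 to 0.20, Ryr3 in MH vs. MWT from 0.015 to -0.27, Sod1 in CxH vs. CxWT from 0.12 to -0.10, Sod2 in CxH vs. CxWT from -0.25 to 0.028, Tcf7l1 in CxH vs. CxWT from 0.13 to -0.18 and Tfeb in MH vs. MWT from 0.29 to -0.44. Uqcrfs1 in CxH vs. CxWT shifted from -0.0092 to 0.044, Wnt2b in MH vs. MWT from 0.15 to -0.076 and Wnt7b in MH vs. MWT from 0.33 to -0.25. Counts within a factor of 1.5 numbered 11 of 16 for called genes and 17 of 20 for lists.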

Differences from the paper's values

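In CxH vs. CxWT and in MH vs. MWT, 4008 of the 4016 log2 ratios compared lay within 0.01 of the supplement of the paper. In CxH vs. MH 1278 of 1284 did, and in CxWT vs. MWT 1279 of 1284. The largest difference was 1 in each pair. Of the genes that differed more, En1 in MH vs. MWT has a log2 ratio of -8.35 in the supplement and -7.35 here. With 0 reads in MH, both are set by the number put in place of 0, and all that the reads give is a bound of at least 54.2-fold lower. With 0.5 added to every count the ratio was -8.35, which reaches the paper's value, while column totals gave -7.41, TMM -7.29 and DESeq2 factors -7.29, scalings that leave that number as it is.

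The circadian rhythm and entrainment pathway is described as altered only in M, though genes of circadian calcium rhythms are described as altered in both areas. Of the genes of its list, 40 were called in Cx, where random lists had a median of 28 calls and the median size of the ratio lay at percentile 88.42 of theirs. Oxidative phosphorylation is described as mostly raised in Cx, where of 101 genes of the list 6 were called up and 1 down, against a median of 20 calls in random lists, and the median log2 ratio was -0.0092.

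Cry2 is stated as raised in M and stood at 0.69, called with TMM and DESeq2 factors. In M, Wnt7b at 0.33 and Wnt2b at 0.15 were not called under any setting, and Fzd8 at -0.49 was called only with the GC and length correction, chosen after seeing the values. Ccnd1 and the transcription factors Tcf and Lef, of which no members are named, are stated as raised only in M. Of the Tcf genes, Tcf7 and Tcf7l1 were called up only in M, but Tcf7l2 was called down in both areas, at -4.00 and -3.88. Lef1 was called down in Cx at -1.28 and not called in M at -0.61, and no setting called Tcf7l2 or Lef1 up in M. Ccnd1 was called up in Cx at 0.89, though not with a log2 threshold of 1, and under no setting in M at 0.57. Prkca is stated as raised in both areas and had 0.69 in M, called with TMM and DESeq2 factors.

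Of the microglial genes stated as lowered in M, Fcgr3 at -0.54, Cd68 at -0.15 and Cyba at -0.32 were not called, and Cd4 was called up at 1.98. No setting called these as stated. Ccl8 is stated as raised in Cx, where its ratio of 1.13 missed the p-value threshold. TMM and DESeq2 factors and the GC and length correction, the last chosen after seeing the values, called it.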

Other observations

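The tests of this part were chosen after the results were seen. The marker lists were written after reading the supplementary tables of the paper, which show some of their members. The median log2 ratio of the cortical excitatory neuron list was 2.61 in CxH vs. CxWT, 2.48 in MH vs. MWT, 0.10 in CxH vs. MH, 0.23 in CxWT vs. MWT, 2.40 in CxH vs. MWT and 2.71 in MH vs. CxWT. That of the midbrain and diencephalon list was -4.84 in CxH vs. CxWT, -4.72 in MH vs. MWT, 0.0014 in CxH vs. MH, 0.32 in CxWT vs. MWT, -4.54 in CxH vs. MWT and -4.97 in MH vs. CxWT. By these medians the libraries part into CxH and MH on the one hand and CxWT and MWT on the other, which is not the division into areas that the labels give. Tissue of both areas mixed in the samples would bring both contrasts toward 0, yet the cortical list stood at 2.61 between CxH and CxWT. Loss of area identity in Ids-ko mice would leave the midbrain list lower in CxWT than in MWT, and there it stood at 0.32. After the GC and length correction the midbrain list was at -5.26 in CxH vs. CxWT. A mislabelled sample may explain the pattern, with 0.0014 for the midbrain list in CxH vs. MH. A different dissection of Ids-ko and wt brains could also give it, and if it were the only fault Ids would be lower in MH than in MWT. The Ids ratio there was 1.24, but Ids might have a cause of its own, so the pattern cannot be told apart from these explanations.

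Medians of the remaining lists in the same pairs follow. The activated microglia list was 1.26 in CxH vs. CxWT, -1.06 in MH vs. MWT, 1.07 in CxH vs. MH, -1.09 in CxWT vs. MWT, 0.25 in CxH vs. MWT and 0.071 in MH vs. CxWT. The striatum list was 1.14 in CxH vs. CxWT, 1.10 in MH vs. MWT, 0.24 in CxH vs. MH, 0.11 in CxWT vs. MWT, 1.06 in CxH vs. MWT and 1.15 in MH vs. CxWT, and the oligodendrocyte list -0.87 in CxH vs. CxWT, -0.67 in MH vs. MWT, -0.076 in CxH vs. MH, 0.21 in CxWT vs. MWT, -0.66 in CxH vs. MWT and -0.85 in MH vs. CxWT. The red blood cell list, of 2 genes in the table, was -0.64 in CxH vs. CxWT, 0.90 in MH vs. MWT, -0.49 in CxH vs. MH, 1.04 in CxWT vs. MWT, 0.41 in CxH vs. MWT and -0.15 in MH vs. CxWT, and the Y chromosome list -0.64 in CxH vs. CxWT, -0.21 in MH vs. MWT, -0.48 in CxH vs. MH, -0.077 in CxWT vs. MWT, -0.67 in CxH vs. MWT and -0.18 in MH vs. CxWT. The hippocampus list, of 3 genes, was -0.42 in CxH vs. CxWT, -0.13 in MH vs. MWT, -0.47 in CxH vs. MH, 0.38 in CxWT vs. MWT, -0.20 in CxH vs. MWT and -0.35 in MH vs. CxWT.

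A hypothesis on the Ids reads, the activated microglia list and the cortical and midbrain lists is an exchange of labels in which the library labelled MH holds Cx of wt mice, that labelled CxWT holds M of wt mice and that labelled MWT holds M of Ids-ko mice, with CxH as labelled. Under it Ids would be low in CxH and MWT, as its log2 ratio of 1.24 between MH and MWT could reflect. The activated microglia list would be high in the same libraries, as in its -1.06 between MH and MWT. Area markers would part CxH and MH from CxWT and MWT, as 0.0014 in CxH vs. MH may reflect. The striatum list runs against it. The paper counts the striatum to M, and the list was higher in CxH and MH, which would hold Cx, by 1.06 in CxH vs. MWT and 1.15 in MH vs. CxWT. An exchange of labels alone does not account for this, unless the striatum was taken with Cx, which was not tested. The labels as deposited do not account for the list either, as they would put it lower in Cx than in M. It was 0.24 in CxH vs. MH and 0.11 in CxWT vs. MWT, the latter -0.041 after the GC and length correction. The hypothesis was formed on the same data, first from the ratios in the supplement of the paper and then from the counts, and no other data were used to test it, and the labels were left as deposited in every result.

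The log2 ratios of genes follow the GC content of their transcripts, with Spearman correlations of 0.461 in CxH vs. CxWT, 0.486 in MH vs. MWT, 0.582 in CxH vs. MH, 0.627 in CxWT vs. MWT, 0.685 in CxH vs. MWT and 0.164 in MH vs. CxWT. Different cell types of the areas would make the trend weakest where the area markers differ least. The midbrain list lay within the central 95% of random lists in CxH vs. MH and outside it, at 0.32, in CxWT vs. MWT, and the trend was strong in both pairs. It differed far more, by similar amounts, in the other 4 pairs, which include both the weakest and the strongest trend. The trend therefore does not follow the area markers, though other differences in cell types were not tested. A GC bias of the libraries may contribute, with 0.627 in CxWT vs. MWT.

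Across genes, the ratios of Cx over M were uncorrelated between the genotypes, with 0.037, and -0.412 after the GC and length correction. A GC bias shared by both comparisons could hide a negative correlation. The same corrected value of -0.412 is what exchanged labels may give, as both comparisons would then set Ids-ko against wt in opposite order. The value does not separate these explanations.

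Genes of the cortical excitatory neuron list had log2 ratios in Cx and M of 3.23 and 3.34 for Tbr1, 3.47 and 4.07 for Fezf2, 3.45 and 3.91 for Neurod6, 3.34 and 3.42 for Neurod2, 3.03 and 3.53 for Emx1, 0.75 and 1.04 for Cux2, 0.027 and 0.16 for Rorb, 3.16 and 3.52 for Slc17a7. Further genes of the cortical excitatory neuron list had 2.36 and 2.44 for Lamp5, 2.03 and 1.82 for Mef2c, 0.97 and 1.53 for Pou3f1, 1.63 and 2.39 for Bhlhe22, 2.14 and 1.51 for Ctxn1, 2.61 and 2.48 for Kcnv1. For the midbrain and diencephalon list, the ratios of single genes in Cx and M were -8.29 and -7.35 for En1, -2.38 and -3.76 for En2, -7.16 and -5.78 for Pax7, -7.08 and -6.61 for Slc6a3, -7.95 and -8.17 for Slc6a4, -2.85 and -2.77 for Th, -5.55 and -4.72 for Tph2, -3.09 and -2.77 for Ddc. Further genes of the midbrain and diencephalon list had -0.55 and 0.035 for Gata2, -7.76 and -5.37 for Gata3, -7.69 and -7.07 for Hcrt, -9.56 and -5.64 for Oxt, -7.59 and -5.67 for Avp, -4.30 and -3.23 for Slc17a6, -4.00 and -3.88 for Tcf7l2, -5.77 and -6.50 for Foxb1. Further genes of the midbrain and diencephalon list had -4.84 and -3.62 for Otp, -1.75 and -1.46 for Hdc, -4.74 and -4.83 for Irs4, -1.99 and -2.62 for Tal1, -1.996 and -1.79 for Zic1. In the hippocampus (dentate gyrus) list, Cx and M ratios of genes were -1.07 and -0.14 for Prox1, -0.42 and -0.13 for C1ql2, 1.09 and 2.04 for Trpc6. Genes of the striatum list had log2 ratios in Cx and M of 1.29 and 0.93 for Drd1, 0.43 and 0.53 for Drd2, 2.00 and 1.31 for Adora2a, 1.88 and 1.62 for Ppp1r1b, 0.76 and 1.10 for Rgs9, 1.14 and 1.37 for Pde10a, 1.07 and 0.77 for Penk, -0.21 and -0.96 for Tac1. For the activated microglia list, the ratios of single genes in Cx and M were 1.43 and -0.15 for Cd68, 1.93 and -1.93 for Lyz2, 1.52 and -1.58 for Lgals3, 2.10 and -0.91 for Gpnmb, 1.56 and -1.11 for Cst7, 1.36 and -1.497 for Tyrobp, 1.16 and -1.06 for Aif1, 1.42 and -1.02 for C1qa. Further genes of the activated microglia list had 1.26 and -0.68 for C1qb, 1.07 and -0.42 for C1qc, 0.80 and -1.45 for Ctss, 1.07 and -1.28 for Mpeg1, 0.35 and -2.90 for Clec7a, 0.96 and -0.64 for Trem2. In the oligodendrocyte list, Cx and M ratios of genes were -0.83 and -0.27 for Mbp, -0.87 and -0.71 for Mobp, -1.17 and -0.83 for Mog, -0.72 and -0.15 for Cnp, -0.98 and -0.22 for Mag, -0.62 and -0.67 for Cldn11. Genes of the red blood cell list had log2 ratios in Cx and M of -1.06 and 1.33 for Hba-a1, -0.21 and 0.46 for Alas2. For the Y chromosome list, the ratios of single genes in Cx and M were -0.96 and -0.97 for Ddx3y, -0.61 and -0.47 for Uty, -0.68 and 0.056 for Kdm5d, -0.53 and 0.14 for Eif2s3y. The X inactivation list had no gene in the count table.

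Tmem181b-ps, a pseudogene, had the largest ratios in size, in Cx as in M, among the genes called down in Cx and up in M, with log2 ratios of -1.62 and 2.49. Ids is another gene of this set. No explanation was tested for it.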
